# Sexual Dimorphism of Gut Microbiota Dictates Therapeutics Efficacy of Radiation Injuries

**DOI:** 10.1002/advs.201901048

**Published:** 2019-08-29

**Authors:** Ming Cui, Huiwen Xiao, Yuan Li, Shuqin Zhang, Jiali Dong, Bin Wang, Changchun Zhu, Mian Jiang, Tong Zhu, Junbo He, Haichao Wang, Saijun Fan

**Keywords:** adverse side effects, gut microbiota, radiotherapy, sexual dimorphism

## Abstract

Accidental or iatrogenic ionizing radiation exposure precipitates acute and chronic radiation injuries. The traditional paradigm of mitigating radiotherapy‐associated adverse side effects has ignored the gender‐specific dimorphism of patients' divergent responses. Here, the effects of sexual dimorphism on curative efficiencies of therapeutic agents is examined in murine models of irradiation injury. Oral gavage of simvastatin ameliorates radiation‐induced hematopoietic injury and gastrointestinal tract dysfunction in male mice, but adversely deteriorates these radiation syndromes in female animals. In a sharp contrast, feeding animals with high‐fat diet (HFD) elicites explicitly contrary results. High‐throughput sequencing of microbial 16S rRNA, host miRNA, and mRNA shows that simvastatin or HFD administration preventes radiation‐altered enteric bacterial taxonomic structure, preserves miRNA expression profile, and reprogrammes the spectrum of mRNA expression in small intestines of male or female mice, respectively. Notably, faecal microbiota transplantation of gut microbes from opposite sexual donors abrogates the curative effects of simvastatin or HFD in respective genders of animals. Together, these findings demonstrate that curative efficiencies of therapeutic strategies mitigating radiation toxicity might be dependent on the gender of patients, thus simvastatin or HFD might be specifically useful for fighting against radiation toxicity in a sex‐dependent fashion partly based on sex‐distinct gut microbiota composition in preclinical settings.

## 1 Introduction

Cancer has gradually become a leading cause of death throughout the world. Approximately half of all cancer diagnoses have an indication for radiotherapy, with substantially greater use in the metastatic settings.^1^, ^2^ After radiation exposure, a complex spectrum of clinical complications are intertwined, including bone marrow toxicity (hematopoietic syndrome) and gastrointestinal toxicity (GI syndrome), which are collectively known as acute radiation syndrome (ARS).^3^, ^4^ Owing to the sensitivity of hematopoietic system and GI tract toward ionizing radiation, ARS facilitates intractable pathologic processes and may even cause death.^5^, ^6^ To date, with the on‐going elevation in the number of cancer survivors, prevention of radiotherapy‐associated adverse side effects has become an urgent priority.^7^, ^8^ Even for the healthy population, unwanted radiation exposure, such as terrorist events, industrial accidents, and natural disasters, in a mass casualty setting is also a serious public health concern.^9^ Heretofore, curative therapeutic approaches to mitigate radiation toxicity remain unmet and urgent medical needs.

Mammalian GI tract harbors trillions of symbiotic microbes within the lumen collectively named as gut microbiota which shaped by common factors including diet, lifestyle, medication, early‐life determinants, environment, and genetics.^10^, ^11^ Recently, investigations focusing on gut microbiota have experienced a renaissance, and mounting evidence underpins essential roles of enteric microbes as key regulatory elements in physiologic and pathologic status of hosts.^12^, ^13^, ^14^ For instance, gut microbiota governs metabolic process and energy balance, and educates the innate and adaptive immune responses of hosts.^15^, ^16^ Our group has proved that radiation exposure shapes the abundance and composition of gut microbiota,^6^, ^17^ and fecal microbiota transplantation (FMT) of gut microbes from healthy donor may provide a therapeutic strategy for radiation‐caused toxicity.^18^ However, interindividual variations in the gut microbiome might be potential pitfalls during FMT performance enmeshed multiple pathologies.^19^ Importantly in the previous study, we uncovered that the gut microbiota structure between male and female mice exhibited a clear dimorphism in both microbial abundance and composition.^18^

Sexual dimorphism widely exists throughout all animal kingdom.^20^ Sex differences in behavior arise from sexual dimorphism in the underlying neural circuits.^21^, ^22^ Sexual dimorphism in immune function is common in vertebrates and even in a number of invertebrates,^23^ manifested commonly as females being more “immunocompetent” than males.^24^ Traditional pharmacological and medical studies have considered male and female organisms as equivalent, and most preclinical and clinical research was carried out in one sex (mainly males) and the results extrapolated to the other which dramatically limits the impact of research findings. For instance, although FMT mitigates radiation‐induced toxicity, the sex difference between donors and recipients indeed influences the curative effects. Moreover, even if a phenotype does not exhibit an overall sex difference, underlying mechanisms may still differ in the two sexes.^25^ Thus, whether therapeutic approaches for radiation‐caused toxicity representing sexual dimorphism remains poorly understood, which possesses pivotal clinical value. As a HMG‐CoA reductase inhibitor and an anticholesterol drug, simvastatin has also been reported to mitigate radiation toxicity.^26^ However, the evolution of males and females facilitates comprehension of sex‐specific physiology and, consequently, differential susceptibility to diseases with particular reference to those involving energy metabolism.^27^ Especially in lipid metabolism, high fat diet (HFD) induces adipogenesis in visceral white adipose tissue in male mice, while in females HFD induces adipogenesis in both visceral white adipose tissue and subcutaneous adipose tissue.^28^ Accordingly, whether simvastatin and HFD representing sexual dimorphism in radioprotection remain enigmas.

In the present study, we report that gender‐specific differences impact the treatment efficacies toward radiation‐induced toxicity and further evaluate the underlying molecular mechanisms in mouse models. To mimic accidental irradiation and radiation therapy to pelvic and abdominal cancers, the male and female mice were exposed to 7 Gy total body irradiation to assess survival rate, 4 Gy total body irradiation to assess hematopoietic toxicity, and 12 Gy total abdominal irradiation to assess GI toxicity. Overall, administration of simvastatin by oral route is medicative for irradiated male mice, while HFD is specifically protective only for females. Simvastatin manipulation and HFD consumption restored the radiation‐induced derangement of intestinal bacterial taxonomic pattern, reprogramed the gene expression profile of small intestine tissues in respective male and female mice. Thus, our findings provide new insights into the therapeutic strategies for radiotherapy‐associated adverse effects based on gender distinction and dissect the underlying protective mechanism. Our observations support that treatments for acute radiation syndrome should consider sexual dimorphism in both experimental and clinical settings.

## 2 Results

### 2.1 Therapeutic Strategy toward Radiation‐Caused Toxicity Relates to Sexual Distinction

Male and female mice were orally given simvastatin or fed with high‐fat diet (HFD) following 7 Gy total body irradiation (TBI). The simvastatin group exhibited a higher survival rate and body weight in male mice, but HFD led to a poorer state in these male animals (**Figure** **1**A,B). On the contrary, HFD treatment, but not simvastatin, elevated survival rate and reduced the weight loss of female mice (Figure 1C,D). In 12 Gy total abdominal irradiation (TAI) models, HFD similarly decreased the body weight of male mice but increased that of female mice, which was in a sharp contrast with the efficacy of simvastatin (Figure 1E,F), indicating a gender‐specific and distinct response to two radiation therapeutic agents in two animal models of radiation injury. Atorvastatin and rosuvastatin failed to impact the survival rate and body weight of male or female mice after radiation exposure (Figure 1G,H; Figure S1A,B, Supporting Information), suggesting simvastatin as a specific and therapeutic statin for radiation injury in male animals.

**Figure 1:**
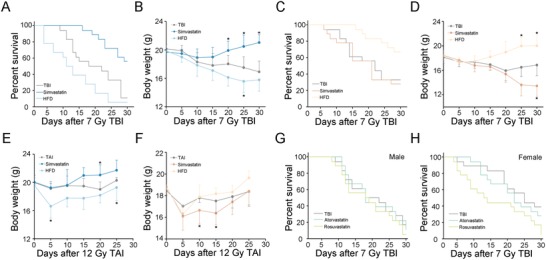
Sexual distinction impacts therapeutic effects toward radiation‐caused toxicity. A,B) Kaplan–Meier analysis A) and body weight measurement B) of male mice in the three groups after 7 Gy TBI, *n* = 30 per group; *P* < 0.05 by log‐rank test between simvastatin‐treated group and control (A); *P < 0.05 by Student's *t*‐test between simvastatin‐treated/HFD group and control (B). C,D) Kaplan–Meier analysis C) and body weight measurement D) of female mice in the three groups after 7 Gy TBI, *n* = 30 per group; *P* < 0.05 by log‐rank test between HFD group and control (C); *P < 0.05 by Student's *t*‐test between simvastatin‐treated/HFD group and control (D). E,F) Body weight was compared among three group mice of male E) and female F) after 12 Gy TAI, *n* = 24 per group; *P < 0.05 by Student's *t*‐test between simvastatin‐treated/HFD group and control. G,H) Kaplan‐Meier analysis of male G) and female H) mice treated with atorvastatin and rosuvastatin after 7 Gy TBI, *n* = 24 per group.

### 2.2 Effects of Simvastatin and HFD on Hematopoietic System Injury of Irradiated Male and Female Mice

Following total body irradiation, both male and female mice carried atrophied thymuses and spleens, indicating irradiation‐induced hematopoietic system toxicity (**Figure** **2**A–D; Figure S2A,B, Supporting Information). Oral gavage of simvastatin restored thymus and spleen tissues in male mice; whereas HFD conferred a similar protection only in female animals (Figure 2A–D; Figure S2A,B, Supporting Information). In a sharp contrast, simvastatin administration reduced the weight of thymuses and spleens in irradiated female mice; whereas HFD did not alter the weight of these tissues in male animals, implying that simvastatin might be a detrimental agent for female patients receiving radiotherapy (Figure 2A–D; Figure S2A,B, Supporting Information). Simvastatin erased the radiation‐heightened IL‐6 and TNFɑ in peripheral blood (PB) of irradiated male mice (Figure 2E; Figure S3A, Supporting Information); whereas HFD abrogated those changes in irradiated female animals (Figure 2F; Figure S3B, Supporting Information). The alterations of malonaldehyde (MDA) in PB were coincident with those of inflammation factors (Figure 2G, H). Together, our observations demonstrate that simvastatin might be a therapeutic option toward radiation‐associated hematopoietic system toxicity for male animals. For female, HFD might be employed to protect against hematopoietic system injury induced by irradiation.

**Figure 2:**
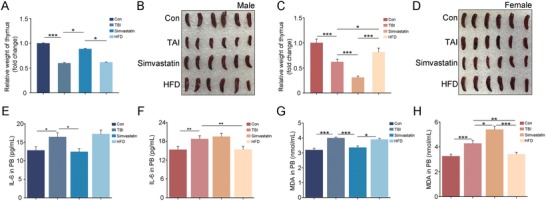
Simvastatin or HFD ameliorates radiation‐associated hematopoietic syndrome of male or female mice. A,B) Volume of dissected thymuses A) and Photographs of spleens B) from male mice in the four groups, the thymuses and spleens were obtained at day 21 after 4 Gy TBI. Mean ± SD. Significant differences are indicated: *P < 0.05, ***P < 0.005 by Student's *t*‐test between each two cohort, *n* = 18 per group. C,D) Volume of dissected thymuses C) and photographs of spleens D) from female mice in the four groups, the thymuses and spleens were obtained at day 21 after 4 Gy TBI. Mean ± SD. Significant differences are indicated: *P < 0.05, ***P < 0.005 by Student's *t*‐test between each two cohort, *n* = 18 per group. E,F) The levels of IL‐6 in PB of male E) and female F) were examined. Significant differences are indicated: *P < 0.05, **P < 0.01 by Student's *t*‐test between each two cohort, *n* = 18 per group. G,H) The levels of MDA in PB of male G) and female H) were examined. Significant differences are indicated: *P < 0.05, **P < 0.01, ***P < 0.005 by Student's *t*‐test between each two cohort, *n* = 18 per group.

### 2.3 Sexual Distinction Governs Rehabilitation Efficacy of Simvastatin and HFD toward Radiation‐Induced Gastrointestinal Toxicity

Next, we performed TAI to mimic radiotherapy toward abdominal and pelvic malignancies. Both male and female mice carried shorter colons implying possible intestinal inflammation, fewer intact intestinal villi and goblet cells representing disruption of small intestinal epithelial integrity after 12 Gy TAI (**Figure** **3**A–D; Figure S4A,B, Supporting Information). As expected, simvastatin or HFD mitigated the irradiated impairment of male or female mice respectively; however, male mice received HFD or female mice gained simvastatin represented serious GI toxicity (Figure 3A–D; Figure S4A,B, Supporting Information). At the molecular level, simvastatin or HFD treatment erased the elevation IL‐6 and TNFɑ in small intestine tissues (Figure S5A–D, Supporting Information), and LCN2 in fecal pellets from abdominal irradiated male or female mice (Figure 3E,F). But the levels of LCN2 further increased when male mice treated with HFD or female mice treated with simvastatin (Figure 3E,F), suggesting that simvastatin and HFD alleviate radiation‐caused intestinal inflammation in a sexual‐dependent fashion. Simvastatin or HFD treatment up‐regulated the expression of *Glut1* (*Slc2a1*), multidrug resistance protein 1 (*MDR1*), and *Pgk1*, which participate in epithelial integrity maintaining after toxic stimuli, in the small intestine tissues from abdominal irradiated male or female mice (Figure 3G,H; Figure S6A–D, Supporting Information). Simvastatin or HFD administration also reduced the radiation‐heightened MDA and expression of *Nrf2* in irradiated male or female mice (Figure 3I,J; Figure S7A,B, Supporting Information), indicating that simvastatin and HFD might be employed to fight against radiation‐induced production of cytotoxic reactive oxygen species in a sex‐dependent manner. To further validate simvastatin or HFD treatment improves GI tract function and epithelial integrity in abdominal irradiated male or female animals, we confirmed that simvastatin and HFD administration eliminated radiation‐elevated FITC‐dextran levels in PB (Figure 3K,L).

**Figure 3:**
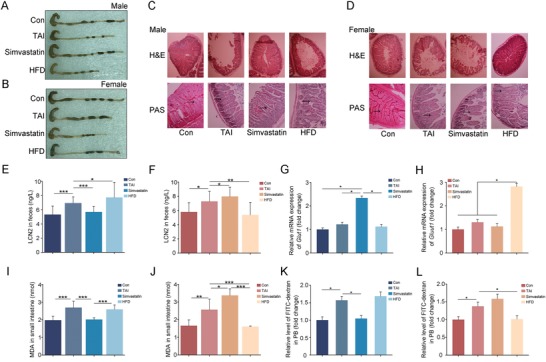
Rehabilitation efficacy of simvastatin and HFD toward radiation‐induced gastrointestinal toxicity relates to sexual dimorphism. Male and Female mice were exposed to 12 Gy total abdominal irradiation, the colon and small intestine tissues were obtained at day 21, *n* = 24 per group. A,B) Photographs of dissected colon from male A) and female B) mice in the four groups. C,D) The morphology of the small intestine form male C) and female D) mice was shown by H&E and PAS staining. The black arrows point to the goblet cells. E,F) The levels of LCN2 in fecal pellets from male E) and female F) mice were examined by ELISA. Significant differences are indicated: *P < 0.05, **P < 0.01, ***P < 0.005 by Student's *t*‐test between each two cohort. G,H) The expression levels of *Glut1* are examined in small intestine tissues from male G) and female H) mice by quantitative PCR. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort. I,J) The levels of MDA were assessed in small intestine tissue from male I) and female J) mice. Significant differences are indicated: *P < 0.05, **P < 0.01, ***P < 0.005 by Student's *t*‐test between each two cohort. K,L) The levels of FITC‐dextran in PB from male K) and female L) mice were assessed. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort.

### 2.4 Gut Microbiota Structure Emerges a Sex‐Biased Response to Distinct Therapeutic Approaches

To further validate simvastatin and HFD can be employed in clinical tracts to fight against side effects of male and female patients with pelvic and abdominal cancers after radiotherapy, we focused on the underlying mechanism by which simvastatin and HFD ameliorate GI injury. Given gut microbiota related to radiation injury of hosts,^29^ we assessed the enteric bacteria taxonomic proportions of male and female mice following radiation exposure. At day 7 after TAI, male mice harbored fewer observed species number of gut bacteria, simvastatin manipulation and HFD consumption erased the alterations (**Figure** **4**A,B; Figure S8A, Supporting Information). For female, in overt opposition to simvastatin administration, HFD decreased the observed species number of enteric bacteria after TAI (Figure 4C,D; Figure S9A, Supporting Information). Weighted principle coordinate analysis (PCoA) and principal component analysis (PCA) based on significant difference at the genus level revealed that HFD consumption promoted different changes in bacterial taxonomic composition structure in male versus female mice (Figure 4E,F; Figures S8B,9B, Supporting Information). Statistically however, although weighted unifrac analysis showed no difference among the four cohorts of female, HFD drove a significant shift in gut flora composition of male mice (Figure 4G,H). At day 7 after TAI, simvastatin and HFD screened out diverse dominant bacteria in male and female mice (Figures S8C,9C, Supporting Information). In detail, irradiated male mice housing with HFD harbored higher abundance of *Lactobacillus gasseri* and *Lactobacillus intestinalis* at the species level (Figure 4I,J), whereas irradiated female mice with oral gavage of simvastatin carried higher abundance of *Vibrio cholerae* and *Lachnospiraceae bacterium* at the species level (Figure 4K,L).

**Figure 4:**
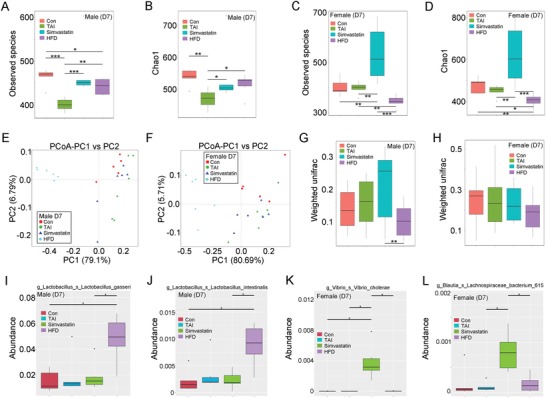
Oral gavage of simvastatin and HFD educate radiation‐shifted intestinal bacterial structure at day 7 after TAI based on the gender of animal. For box plot, the top and bottom boundaries of each box indicate the 75th and 25th quartile values, respectively, and lines within each box represent the 50th quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance. A,B) The observed species number A) and Chao1 diversity index B) of intestinal bacteria in male mice was examined by 16S rRNA high‐throughput sequencing after 7 d of TAI exposure. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups). C,D) The observed species number C) and Chao1 diversity index D) of intestinal bacteria in female mice was examined by 16S rRNA high‐throughput sequencing after 7 d of TAI exposure. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups). E,F) Principle coordinate analysis (PCoA) were performed to assess the shift in intestinal bacterial composition profile from male E) and female F) mice after irradiation at day 7. *n* = 5 (control group) or 6 (irradiated groups). G,H) The β diversity of intestinal bacteria was compared by weighted unifrac analysis. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups). I–L) The abundances of most varied strain bacteria in male I, J) and female K,L) mice was assessed using 16S high‐throughput sequencing after irradiation at day 7. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups).

At day 14 after TAI, no significant change in observed species number of enteric bacteria was observed among male mice from the four groups (**Figure** **5**A,B; Figure S10A, Supporting Information). In female mice however, HFD and simvastatin elevated the observed species number of intestinal bacteria (Figure 5C,D; Figure S11A, Supporting Information). PCoA and PCA plot based on significant difference at the genus level revealed an overt separation representing the shifted bacterial taxonomic composition of male and female mice in this investigation (Figure 5E,F; Figures S10B, 11B, Supporting Information). Statistics analysis further indicated that HFD educated enteric microbiota pattern of irradiated male mice (Figure 5G), but in female mice, HFD abrogated the alterations of intestinal microbiota composition drove by TAI (Figure 5H). Dominant bacteria in male and female mice under different condition for 14 d were distinct (Figures S10C, 11C, Supporting Information). Specifically, simvastatin administration erased the altered abundance of *Lactobacillus equicursoris* and *Streptococcus salivarus subsp thermophilus* in irradiated male mice at the species level (Figure 5I,J). HFD altered that of *Escherichia coli* (or *Alistipes finegoldii*) in irradiated female mice at the species level (Figure 5K,L).

**Figure 5:**
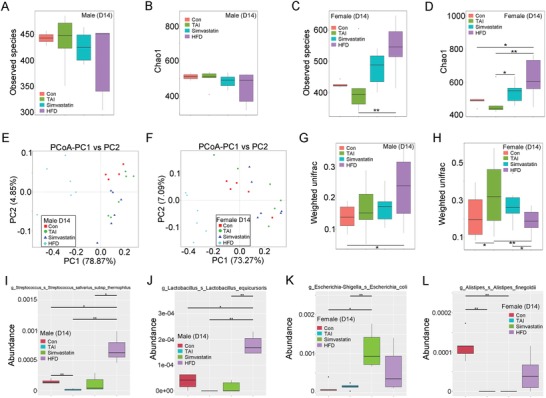
Simvastatin and HFD administration shape intestinal bacterial structure at day 14 after TAI in a sexual‐dependent fashion. A,B) The observed species number A) and Chao1 diversity index B) of enteric bacteria in male mice was measured by 16S rRNA high‐throughput sequencing at 14 d after TAI exposure. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups). C,D) The observed species number C) and Chao1 diversity index D) of enteric bacteria in female mice was measured by 16S rRNA high‐throughput sequencing at 14 d after TAI exposure. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups). E,F) PCoA were performed to assess the alteration of gut bacteria taxonomic profile from male E) and female F) mice after TAI at day 14. *n* = 5 (control group) or 6 (irradiated groups). G,H) The β diversity of intestinal bacteria was compared by weighted unifrac analysis. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups). I–L) The abundances of most varied strain bacteria in male I,J) and female K,L) mice was examined using 16S high‐throughput sequencing after TAI at day 14. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 (control group) or 6 (irradiated groups).

### 2.5 The Optimal Therapeutic Options Reprogram Gene Expression Profile of Irradiated Mice Small Intestine

To address the molecular mechanism by which optimal therapeutic strategies ameliorating radiation‐induced toxicity in a sex‐dependent manner, we assessed the miRNA expression profile of TAI‐exposed mice with or without optimal treatments using sequencing technique. The miRNA expression profiles of small intestine tissues from male and female mice were changed following 12 Gy TAI (Figure S12A–D, Supporting Information). However, simvastatin manipulation via oral route or HFD reprogramed the miRNA expression profiles of irradiated male or female mice individually. Notably, TAI exposure up‐regulated the expression of let‐7g‐3p, miR‐30f, miR‐10a‐5p, miR‐9‐5p, miR‐6539, and novel_399, down‐regulated that of miR‐340‐5p, miR‐199a‐5p, miR‐362‐5p, miR‐5121, miR‐200a‐3p, miR‐181c‐3p, and miR‐3535 in small intestine tissues from irradiated male mice, which were reversed by oral gavage of simvastatin (**Figure** **6**A,B). In TAI‐exposed female mice, small intestine tissues carried higher level of miR‐700‐3p, lower level of miR‐126b‐5p and miR‐335‐3p, which were erased by feeding with HFD (Figure 6C,D), indicating that optimal therapeutic strategies retain the miRNA expression profile shifted by TAI.

**Figure 6:**
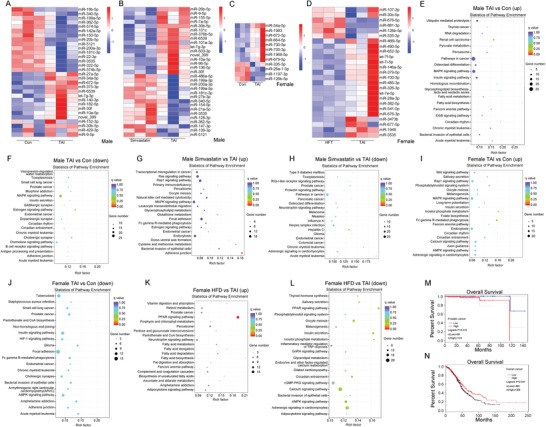
The optimal therapeutic options reprogram radiation‐shaped gene expression profile of mice small intestines. In this experiment, male mice were divided into three groups. One group was exposed to 12 Gy TAI, one group was treated with simvastatin following 12 Gy TAI exposure, another group was control. Female mice were also divided into three groups. One group was exposed to 12 Gy TAI, one group was fed with HFD following 12 Gy TAI exposure, another group was control. Small intestine tissues were obtained at day 21 after irradiation. A–D) Cluster analysis of differentially expressed miRNA of small intestine tissues from male A,B) and female C,D) mice. A: control group versus TAI group, B: simvastatin group versus TAI group, C: control group versus TAI group, D: HFD group versus TAI group. E–L) Bioinformatics analysis of different proteins clustered into pathways of small intestine tissues from male and female mice through KEGG. M,N) Kaplan–Meier analysis of overall survival rate of prostatic cancer and ovarian cancer patients. *P* < 0.05 by log‐rank test between the patients with high and low expression of HMGCR.

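Messenger RNA of the small intestine was sequenced from 18 mice in 6 groups of 3, and the tissue was taken at day 21. The male groups were control mice, mice exposed to 12 Gy total abdominal irradiation (TAI) and mice given simvastatin by gavage after TAI. The female groups were control mice, mice exposed to 12 Gy TAI and mice fed a high-fat diet (HFD) after TAI. Simvastatin inhibits HMG-CoA reductase, the rate-limiting enzyme of cholesterol synthesis. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty reached at most 0.0205 FPKM in the 9 female libraries and at least 5.47 FPKM in the 9 male libraries. The authors deposited FPKM, in which the fragments of a transcript are divided by its length and the depth of the library, for 55869 transcripts of 21956 genes. The submitters' processing notes name HISAT2, StringTie 1.3.1, Bowtie2 2.2.8 and Cuffdiff 2.1.1 without their roles, and the genome build is not given in the sources used here. The FPKM of a library summed to between 390700 and 417940, and 10540 to 11752 genes reached 1 FPKM. FPKM hold no read totals, but the steps between low values gave a depth of 0.786 to 1.18 times that of female control replicate 1. The FPKM of all transcripts of a gene symbol were summed, and the 11767 genes with at least 1 FPKM in at least 3 libraries were tested. The other 10161 symbols were left out. Groups were compared in one limma fit of all 18 libraries on log2(FPKM + 1) with an intensity trend, at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. On this scale the log2 fold change of a gene of few FPKM is smaller than the ratio of its FPKM. Groups of genes were taken from 44 lists of pathways and cell types, which were written from general knowledge before the data were examined and are not the KEGG lists of the paper. For 43 lists with at least 4 measured genes, camera with a preset correlation of 0.01 compared the list with all other genes. Chromosome positions are those of GENCODE release M21 on GRCm38, which holds 21816 of the 21956 gene identifiers.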

We also examined the mRNA expression profile in this study. 

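In male mice, 141 genes were higher and 106 were lower after TAI than in control mice (122 and 139 with quantile normalization). Slc13a2, a transporter of citrate and succinate, rose from 34.2 ± 1.88 to 119 ± 20.0 FPKM, and Hsd17b2, an enzyme that oxidizes estradiol, fell from 33.6 ± 2.93 to 13.8 ± 1.12 FPKM (mean ± SD, n = 3 mice per group). Irradiated male mice given simvastatin had 9 genes higher and 73 lower than mice exposed to TAI alone (13 and 32 with quantile normalization, 5 and 17 with median ratio scaling). Atpaf1, an assembly factor of the mitochondrial ATP synthase, fell after TAI (log2 fold change −1.26, standard error 0.13, adjusted p = 8.49e-05 from limma) and was higher with simvastatin than with TAI alone (log2 fold change 1.12, standard error 0.13, adjusted p = 0.00209 from limma), in comparisons that share the TAI libraries. In female mice, 49 genes were higher and 40 were lower after TAI (17 and 34 with quantile normalization, 21 and 45 with median ratio scaling). The lactate transporter Slc5a12 fell from 149 ± 8.88 to 82.2 ± 16.2 FPKM and the apolipoprotein L gene Apol7a from 96.9 ± 8.26 to 44.2 ± 6.17 FPKM (n = 3 mice per group). Irradiated female mice fed HFD had 205 genes higher and 167 lower than mice exposed to TAI alone. Retsat, which saturates retinol, rose from 21.0 ± 4.70 to 71.6 ± 6.95 FPKM, Cyp3a11, a cytochrome P450 that metabolizes drugs and bile acids, fell from 259 ± 69.0 to 79.0 ± 2.35 FPKM, and Duox2, a hydrogen peroxide producing oxidase of the epithelium, fell from 18.3 ± 2.29 to 4.13 ± 0.206 FPKM (n = 3 mice per group). The first principal component of the 18 libraries held 35.6% of the variance and had a median correlation of 0.944 with 31 ribosomal protein genes, 0.921 with 34 cell cycle genes and 0.909 with 13 Paneth cell genes, and of −0.429 with 13 mitochondrially encoded genes and −0.498 with 10 immediate early genes. What it reflects was not tested. Female TAI replicate 3 lay farthest along it, at 43.8. The male TAI count was 133 without male control replicate 1, 144 without male TAI replicate 2 and 105 without male TAI replicate 3, and the simvastatin count was 14 without male TAI replicate 2, 50 without male TAI replicate 3, 32 without simvastatin replicate 1 and 11 without simvastatin replicate 3. The female TAI count was 6, 20 and 6 without control replicates 1, 2 and 3, 1050, 9 and 17 without TAI replicates 1, 2 and 3, and 3 with groups weighted by their own spread, a fit chosen after the female TAI mice were seen to vary 1.49 times as much as all groups. The HFD count was 240 without TAI replicate 2, 561 without TAI replicate 3, 145, 166 and 237 without HFD replicates 1, 2 and 3, and 141 with the weighted fit.

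**Figure D1:**
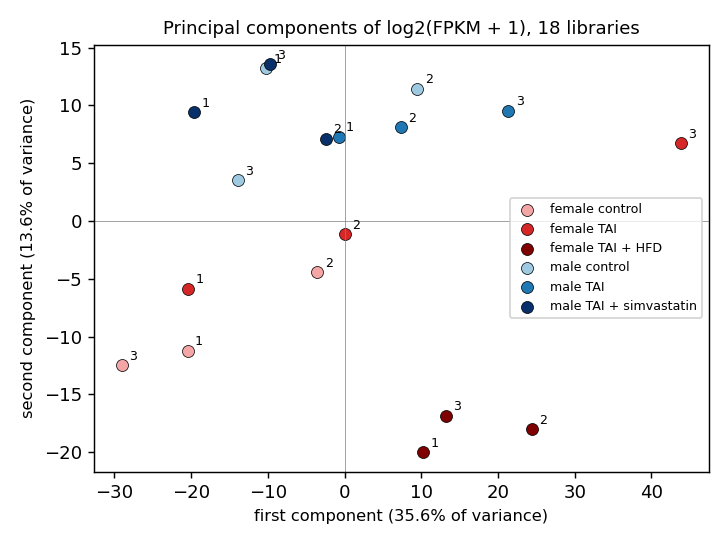
First and second principal components (share of variance on each axis) of log2(FPKM + 1) of the 11767 genes tested, 1 point per mouse, 3 mice in each of 6 groups. Female TAI replicate 3 stands apart at 43.8 on the first component, while the other female TAI mice lie at −20.4 and 0.0232, within the range of the control mice.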

Volcano plot validated the alterations of mRNA expression profile mediated by TAI exposure with or without simvastatin administration or HFD in small intestine tissues from male or female victims (Figure S13A–D, Supporting Information). 

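Irradiated female mice fed HFD had 343 genes higher and 197 lower than female control mice, against 327 and 542 with quantile normalization and 314 and 350 with median ratio scaling. Of 15 enteroendocrine markers, 8 rose and none fell, among them the gene of the hormone secretin, Sct (log2 fold change 0.87, standard error 0.14, adjusted p = 0.00188 from limma) and the secretory granule gene Chgb (log2 fold change 1.16), with 11 higher when adjusted over the list alone and adjusted p = 0.486 with an estimated correlation. Irradiated male mice given simvastatin had 323 genes higher and 309 lower than male control mice, against 459 and 268 with quantile normalization and 332 and 162 with median ratio scaling. Of 8 MHC class II genes, 4 rose and 1 fell, with 7 and 1 when adjusted over the list alone and adjusted p = 0.436 with an estimated correlation, and H2-Aa, an antigen-presenting chain, had a log2 fold change of 1.02. The mean log2 value of this list relative to all mice was 0.185, 0.125 and −0.547 in male control replicates 1, 2 and 3. It was 0.335, 0.247 and 0.365 with simvastatin, so that much of the rise rests on control replicate 3. All 4 hemoglobin genes measured rose, also when adjusted over the list alone (adjusted p = 0.250 with an estimated correlation). By the mean log2 value of this list the groups overlapped, with male control replicate 1 at 0.321 and simvastatin replicate 3 at 0.213. The distance between group means was taken as the root of the mean squared difference in log2(FPKM + 1), less the part given by the spread between mice. It was 0.343 (jackknife standard error 0.0699, n = 3 mice per group) between HFD-fed and control females, and 0.234 (jackknife standard error 0.0402, n = 3 mice per group) between simvastatin-treated and control males. The female distance was larger by 0.108 (jackknife standard error 0.0847) and remained the larger without each of the 12 libraries in turn. Mice exposed to TAI alone lay at 0.176 from control in females and 0.190 in males. The HFD-fed mice lay at 0.140 from the females exposed to TAI alone and the simvastatin-treated mice at 0.223 from the males exposed to TAI alone. In exact two-sided permutation tests of 3 against 3 mice, the 3 male distances and that between HFD-fed and control females had p = 0.1, the smallest p that 3 against 3 can give, while female TAI against control had p = 0.2 and HFD against TAI had p = 0.4. These tests used the distance before the part given by the spread between mice was taken off. The HFD count against control was 233 and 256 without female control replicates 1 and 3 and 194, 183 and 319 without HFD replicates 1, 2 and 3. The simvastatin count against control was 412 and 380 without male control replicates 2 and 3 and 330 and 339 without simvastatin replicates 1 and 3. H2-Aa missed the threshold without simvastatin replicates 1 and 2 and male control replicate 3 (adjusted p = 0.0667, 0.0573 and 0.0576 from limma).

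**Figure D2:**
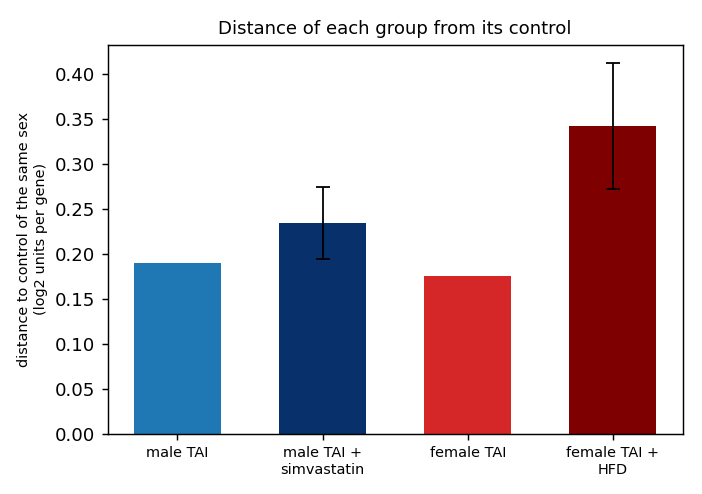
Distance between group means in log2(FPKM + 1) per gene, less the part given by the spread between mice, for mice exposed to TAI alone and mice treated after TAI, each against control mice of the same sex (bars from 0, n = 3 mice per group; lines show the jackknife standard error for treated against control). The bar for HFD-fed females against control stands at 0.343 and that for simvastatin-treated males against control at 0.234.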

Comparing with the irradiated male mice treated with simvastatin, the small intestinal mRNA expression pattern of irradiated female mice feeding with HFD was more similar to that of control (Figure S13E,F, Supporting Information), implying that both simvastatin and HFD indeed educated the enteric mRNA expression profile in irradiated male and female mice. 

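Of 12 goblet cell markers measured, 3 fell in irradiated male mice, none rose and 9 did not pass the test (5 fell when adjusted over the list alone, adjusted p = 0.327 with an estimated correlation). The mucin Muc2, the main protein of intestinal mucus, fell from 742 ± 171 to 459 ± 16.4 FPKM, Zg16 from 1856 ± 235 to 1138 ± 59.2 FPKM and Clca1 from 277 ± 60.3 to 136 ± 27.0 FPKM (mean ± SD, n = 3 mice per group). In females the goblet cell markers did not fall in the mean log2 value relative to all mice. It was −0.0389, −0.253 and −0.113 in control and 0.0344, −0.134 and 0.411 in TAI mice. In irradiated female mice, 2 of 20 enterocyte markers fell and none rose (8 fell when adjusted over the list alone, adjusted p = 0.0708 with an estimated correlation). Among them was the peptidase Dpp4 (log2 fold change −0.40, standard error 0.08). None of 13 Paneth cell genes passed the test in this comparison, while all 13 were higher when adjusted over the list alone, with a median log2 fold change of 2.44 and adjusted p = 0.957 with an estimated correlation. Their mean log2 value relative to all mice was −0.787, 0.246 and 3.62 in the 3 female TAI mice. In HFD-fed against irradiated female mice, 4 of 11 antimicrobial genes fell and 1 rose (5 and 1 when adjusted over the list alone, adjusted p = 0.267 with an estimated correlation), among them the lectin Reg3g, from 1273 ± 46.5 to 568 ± 182 FPKM. Of 14 NRF2 targets, 5 rose and none fell (8 and 1 when adjusted over the list alone, adjusted p = 0.267 with an estimated correlation), among them Ugdh, which makes the substrate of glucuronidation (log2 fold change 0.70, standard error 0.12). With groups weighted by their own spread, 1 antimicrobial gene fell and none rose, and 1 NRF2 target rose. The camera call of the NRF2 targets was lost without female TAI replicate 3 (adjusted p = 0.0746). Over the 43 lists, camera with the preset correlation called 20 in male TAI against control, 23 in simvastatin against TAI, 11 in female TAI against control and 16 in HFD against TAI. With a correlation estimated from the data, the calls that held in these comparisons were the clock output genes in male TAI against control and the fatty acid degradation genes in HFD against TAI. Muc2 missed the threshold without male TAI replicates 1, 2 and 3 and male control replicates 1 and 2 (adjusted p = 0.0642, 0.104, 0.136, 0.149 and 0.0665 from limma). Zg16 missed the threshold without male TAI replicates 2 and 3 and male control replicate 1 (adjusted p = 0.0508, 0.0578 and 0.0650 from limma). Clca1 missed the threshold without male TAI replicates 2 and 3 and male control replicate 1 (adjusted p = 0.0517, 0.0836 and 0.0701 from limma). Dpp4 missed the threshold without female TAI replicates 2 and 3 and female control replicates 1, 2 and 3 (adjusted p = 0.141, 0.0665, 0.199, 0.0697 and 0.152 from limma). Reg3g missed the threshold without HFD replicates 2 and 3 and female TAI replicates 1 and 2 (adjusted p = 0.132, 0.0604, 0.0516 and 0.0748 from limma).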

Finally, kyoto encyclopedia of genes and genomes (KEGG) analyses were performed to cluster the drifted genes drove by TAI with or without optimal therapy. In male mice, TAI activated the pathways involved in metabolism, such as insulin signaling and fatty acid biosynthesis, inhibited the pathways covering adherens junction and estrogen signaling. However, simvastatin treatment reactivated the pathway about adherens junction and estrogen signaling, and blocked the pathways implicated in carcinogenesis (Figure 6E–H). 

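In the small intestine of irradiated male mice, Pck1, the first committed enzyme of gluconeogenesis, rose from 27.3 ± 3.58 to 136 ± 33.0 FPKM (mean ± SD, n = 3 mice per group), a log2 fold change of 2.25 (standard error 0.25, adjusted p = 0.000181 from limma). Pck1 lies on chromosome 2 of GRCm38 from 173153048 to 173159273. It was the 1 of 109 insulin signaling genes that rose. Ptprf, a receptor phosphatase found at cell contacts, fell (log2 fold change −0.48, standard error 0.09, adjusted p = 0.0123 from limma), and the other 107 did not pass the test. The counts were the same when adjusted over the list alone, and camera gave an adjusted p of 0.990. Of 11 fatty acid biosynthesis genes, none rose or fell in limma, none passed at an unadjusted p under 0.05 and none passed when adjusted over the list alone. The largest of the list by p was Mecr, an enzyme of mitochondrial fatty acid synthesis, with a log2 fold change of 0.26 (standard error 0.18, adjusted p = 0.642 from limma). Of 62 adherens junction genes, Acvr1b, an activin receptor, rose (log2 fold change 0.32, standard error 0.08, adjusted p = 0.0484 from limma), Ptprf fell and 60 did not pass the test (2 rose and 1 fell when adjusted over the list alone). The list had a median log2 fold change of −0.02, below the other genes by camera with an adjusted p of 0.0392 that became adjusted p = 0.825 with an estimated correlation. Of 71 estrogen signaling genes, 1 rose, none fell and 70 did not pass the test, with the same counts when adjusted over the list alone and an adjusted p of 0.753 from camera. The gene that rose was Fkbp5, a cochaperone of steroid hormone receptors, with a log2 fold change of 2.08 (standard error 0.46, adjusted p = 0.0271 from limma). The call of Fkbp5 was lost without male control replicates 1, 2 or 3 (adjusted p = 0.0829, 0.0527 and 0.0928) and without male TAI replicates 2 or 3 (adjusted p = 0.0848 and 0.156). The camera call of adherens junction was lost without male control replicate 1 (adjusted p = 0.280) and without male TAI replicate 3 (adjusted p = 0.214). Ptprf missed the threshold without male TAI replicate 3 and male control replicate 3 (adjusted p = 0.0802 and 0.0564 from limma). Acvr1b missed the threshold without male TAI replicates 2 and 3 and male control replicates 1, 2 and 3 (adjusted p = 0.176, 0.223, 0.142, 0.151 and 0.0632 from limma).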

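Interferon response genes were lower in irradiated male mice given simvastatin than in mice exposed to TAI alone. Of 22 measured, 12 fell, none rose and 10 did not pass the test (21 fell when adjusted over the list alone), with a median log2 fold change of −1.27. Oas1a, an antiviral oligoadenylate synthetase, fell from 52.3 ± 7.52 to 15.2 ± 5.51 FPKM and Ifi27l2a, an interferon-induced gene outside this list, from 31.3 ± 13.3 to 5.34 ± 0.419 FPKM (mean ± SD, n = 3 mice per group). Irf7, a transcription factor that induces interferon genes, had a log2 fold change of −1.27 (standard error 0.20, adjusted p = 0.00643 from limma). Camera placed the list below the other genes with the preset correlation, and adjusted p = 0.291 with an estimated correlation. Oas2 had a log2 fold change of −2.31 (standard error 0.34) and lies on chromosome 5 of GRCm38 from 120730333 to 120749853. No adherens junction gene of 62 passed the test in limma, nor when adjusted over the list alone, and the smallest p was that of the cadherin Cdh1 (log2 fold change −0.17, standard error 0.07, adjusted p = 0.294). No estrogen signaling gene of 71 passed either test, with the smallest p in the matrix protease Mmp9 (log2 fold change 0.68, standard error 0.22, adjusted p = 0.224). All genes tested had a median log2 fold change of −0.09 here. The medians of both lists were −0.02, which camera placed above the other genes at an adjusted p of 0.0323 for each, and adjusted p = 0.558 with an estimated correlation. Of 66 genes of chronic myeloid leukemia, a pathway of carcinogenesis, none passed the test or when adjusted over the list alone, 2 were higher and 8 lower at an unadjusted p under 0.05, and camera gave an adjusted p of 0.30. The 34 cell cycle genes lay lower, with a median log2 fold change of −0.65, and −0.92 to −0.46 without each library in turn. By their mean log2 value relative to all mice the groups overlapped, with simvastatin replicate 2 at 0.0906 and TAI replicate 1 at 0.048. No list passed camera in this comparison with an estimated correlation. Of 24 genes of cholesterol biosynthesis, the pathway that holds the target of simvastatin, none passed limma or when adjusted over the list alone, 1 was lower at an unadjusted p under 0.05, and camera gave an adjusted p of 0.866. The camera call of adherens junction was lost without TAI replicate 3 (adjusted p = 0.213) and simvastatin replicate 3 (adjusted p = 0.195), and that of estrogen signaling without TAI replicates 2 and 3 (adjusted p = 0.0586 and 0.0579) and simvastatin replicates 1 and 3 (adjusted p = 0.0807 and 0.168). Oas2 missed the threshold without simvastatin replicate 3 (adjusted p = 0.0589), and Ifi44 without TAI replicate 2 (adjusted p = 0.0717) and simvastatin replicate 3 (adjusted p = 0.0781). Irf7 missed the threshold without simvastatin replicate 3 and male TAI replicate 2 (adjusted p = 0.0620 and 0.0597 from limma).

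**Figure D3:**
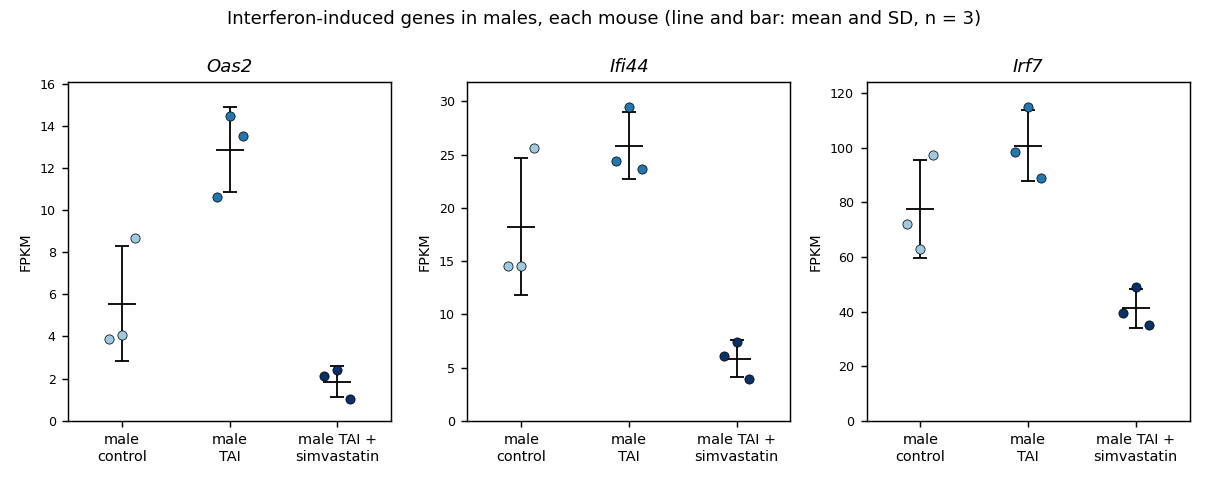
FPKM of Oas2, Ifi44 and Irf7 in male control mice, male mice exposed to TAI and male mice given simvastatin after TAI (points are mice, lines the mean and SD, n = 3 per group). With simvastatin the means are 1.85, 5.84 and 41.2 FPKM, against 12.9, 25.8 and 101 FPKM with TAI alone. Male control mice lie between these, with means of 5.55, 18.2 and 77.6 FPKM.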

In female mice, TAI also restrained the pathways about adherens junction, importantly, HFD restructured the metabolic pattern of irradiated mice, such as activating fatty acid metabolism and dampening insulin secretion (Figure 6I–L), which were in the line with our previous study.^18^ These findings provided substantial evidence underpinning that although the symptoms of male and female mice after irradiation exposure were dissimilar, alleviating radiation‐induced toxicity should base on sexual dimorphism. 

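Genes of fatty acid degradation rose together in irradiated female mice fed HFD. Of 34 measured, 19 rose against TAI alone, none fell and 15 did not pass the test (25 rose when adjusted over the list alone), with a median log2 fold change of 0.40 and adjusted p = 0.0263 with an estimated correlation. Acadl, which opens the breakdown of long-chain fatty acids, rose from 45.9 ± 8.09 to 127 ± 7.97 FPKM (mean ± SD, n = 3 mice per group), a log2 fold change of 1.46 (standard error 0.18, adjusted p = 0.000357 from limma), and lies on chromosome 1 of GRCm38 from 66830839 to 66863277. Hadha, a subunit of the mitochondrial trifunctional protein chosen after its values were seen, rose from 70.6 ± 2.82 to 101 ± 3.45 FPKM. Of 55 PPAR signaling genes, 15 rose and 5 fell (22 and 8 when adjusted over the list alone, adjusted p = 0.177 with an estimated correlation). Among those that fell was Ppard, a receptor of this pathway chosen after its values were seen (log2 fold change −0.56, standard error 0.10). Of 11 adipocyte markers, 5 fell and none rose (7 fell and 2 rose when adjusted over the list alone, adjusted p = 0.567 with an estimated correlation). Whether this fall came from less fat tissue in the HFD samples was not tested. Of 11 fatty acid biosynthesis genes, the acyl-CoA synthetases Acsl3 and Acsl5 rose (log2 fold changes 0.91 and 0.57, standard errors 0.12 and 0.12), none fell (2 rose and 1 fell when adjusted over the list alone), and camera gave an adjusted p of 0.0867. Of 48 insulin secretion genes, the transcription factor Creb3l3 rose (log2 fold change 0.68, standard error 0.15) and the calcium channel Itpr3 fell (log2 fold change −0.44, standard error 0.08), while 46 did not pass the test (1 rose and 2 fell when adjusted over the list alone), and camera gave an adjusted p of 0.0524 below the other genes. In female TAI against control mice, Tcf7l2, a transcription factor of the Wnt pathway, rose among 62 adherens junction genes (log2 fold change 0.51, standard error 0.11, adjusted p = 0.0463 from limma), none fell (2 rose when adjusted over the list alone), and camera gave an adjusted p of 0.772. The camera call of PPAR signaling was lost without TAI replicate 3 (adjusted p = 0.0664), fatty acid biosynthesis passed without TAI replicate 2 or HFD replicate 2 (adjusted p = 0.0479 and 0.0412), insulin secretion passed without HFD replicate 2 (adjusted p = 0.0425), and that of the adipocyte markers was lost without TAI replicate 1 (adjusted p = 0.103). With an estimated correlation, camera gave adjusted p = 0.567 for fatty acid biosynthesis and 0.709 for insulin secretion. With groups weighted by their own spread, 13 of the 34 fatty acid degradation genes rose, 13 PPAR signaling genes rose and 1 fell, and none of the adipocyte markers passed. Acsl5 missed the threshold without HFD replicates 1 and 3 (adjusted p = 0.0615 and 0.0569 from limma). Creb3l3 missed the threshold without HFD replicates 1, 2 and 3 (adjusted p = 0.117, 0.0668 and 0.0611 from limma). Tcf7l2 missed the threshold without female TAI replicates 2 and 3 and female control replicates 1, 2 and 3 (adjusted p = 0.166, 0.104, 0.222, 0.0741 and 0.163 from limma).

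**Figure D4:**
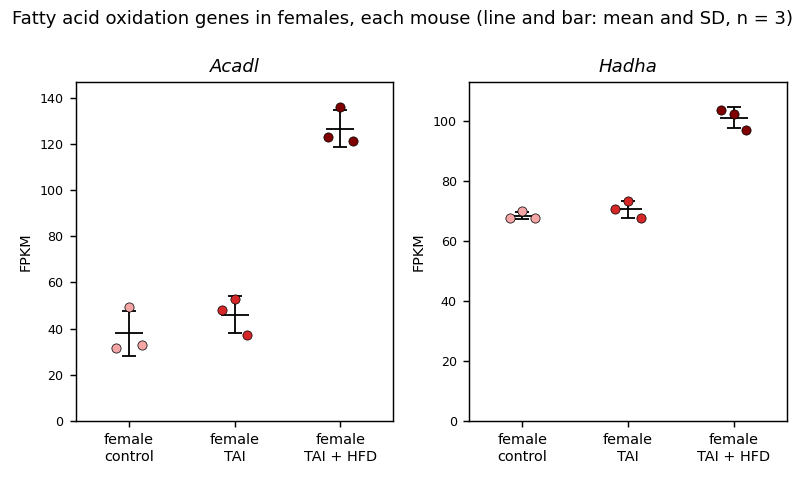
FPKM of Acadl and Hadha in female control mice, female mice exposed to TAI and female mice fed HFD after TAI (points are mice, lines the mean and SD, n = 3 per group). The HFD-fed mice have means of 127 and 101 FPKM, against 45.9 and 70.6 FPKM with TAI alone.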

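The change after TAI differed between female and male mice in 157 genes, of which 59 changed more upward in females and 98 more downward (limma test of the difference between the sexes). With median ratio scaling, 26 changed more upward in females and 83 more downward. Male and female control mice already differed in 604 genes, and the clock genes Tef, Per3 and Per2 were among those that passed the test of the difference. Without the hour of tissue collection, a difference in hour between groups cannot be told apart from a different response to TAI. The transporter gene Abcb1a rose in males from 68.1 ± 3.03 to 138 ± 26.4 FPKM and stood at 96.8 ± 9.42 in female control and 71.1 ± 13.6 FPKM in female TAI mice (mean ± SD, n = 3 mice per group). The female change in Abcb1a less the male change was −1.45 on the log2 scale (standard error 0.21, adjusted p = 0.00234 from limma). The paper names Glut1 (Slc2a1), MDR1 and Pgk1 as genes of epithelial integrity, and MDR1 was taken here as the mouse genes Abcb1a and Abcb1b. Of these 4 genes, 2 passed this test, both lower in the female response, with the same count when adjusted over the list alone and adjusted p = 0.0637 with an estimated correlation. Of 47 genes named for TAI against control or by the paper, 20 passed the test of the difference, against 157 of all 11767 genes tested. Most of the 47 were chosen for a large change in 1 sex, which enters the difference, so that their choice raises this share. Of 20 enterocyte markers, 2 were lower in the female response and none higher (6 lower when adjusted over the list alone, adjusted p = 0.0777 with an estimated correlation). The treatments were each given to one sex, so that their effects cannot be compared between the sexes in these mice. The count was 87 and 91 without female control replicates 1 and 3, 100 without male control replicate 1, and 100 and 87 without male TAI replicates 2 and 3, and it was 65 with groups weighted by their own spread. The paper takes the pathway changes in each sex as evidence that the treatment of radiation toxicity should be based on sexual dimorphism. It also rests that conclusion on survival, body weight, organ injury and gut bacteria in both sexes, and on antibiotic treatment and fecal transplantation.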

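Clock genes shifted in irradiated male mice. Dbp, a transcription factor driven by the clock, rose from 3.77 ± 0.366 to 41.5 ± 6.93 FPKM (mean ± SD, n = 3 mice per group), a log2 fold change of 3.15 (standard error 0.32, adjusted p = 6.05e-05 from limma), and lies on chromosome 7 of GRCm38 from 45705088 to 45710203. The repressor Per3 rose from 1.14 ± 0.127 to 8.20 ± 2.91 FPKM, and Arntl, the activator of the core loop, fell from 16.6 ± 3.07 to 5.27 ± 1.21 FPKM. Of 27 circadian rhythm genes, 4 rose (Per1, Per2, Per3 and Cry2), 2 fell (Arntl and Npas2) and 21 did not pass the test (6 rose and 2 fell when adjusted over the list alone), and camera gave an adjusted p of 0.0745. Of 7 clock output genes, 6 rose and none fell (6 and 1 when adjusted over the list alone), with a median log2 fold change of 1.43 and adjusted p = 0.0240 with an estimated correlation. In irradiated female mice, none of the 27 circadian rhythm genes passed limma, 1 fell when adjusted over the list alone, 4 were higher and 3 lower at an unadjusted p under 0.05, and camera gave an adjusted p of 0.251. The smallest p was that of the repressor Cry1 (log2 fold change −0.46, standard error 0.10, adjusted p = 0.0536 from limma). Dbp stood at 19.7 ± 9.16 FPKM in female control and 18.6 ± 8.17 FPKM in female TAI mice (log2 fold change −0.04, standard error 0.32). None of the 7 clock output genes passed in females, 1 fell when adjusted over the list alone, and their median log2 fold change was −0.12, below the other genes by camera at an adjusted p of 0.0151 that became adjusted p = 0.957 with an estimated correlation. This call was lost without female control replicate 3 (adjusted p = 0.112), female TAI replicate 1 (adjusted p = 0.0685) and female TAI replicate 3 (adjusted p = 0.258). For the clock output genes, the female change less the male change had a median of −1.45 on the log2 scale, with 5 of 7 lower and none higher (6 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0110 with an estimated correlation). In control mice, 4 of these 7 genes were higher in females than in males and none was lower, with 5 higher when adjusted over the list alone and adjusted p = 0.0396 with an estimated correlation. The hour of tissue collection is not given in the sources used here. Cry1 passed the test without female TAI replicate 1 (adjusted p = 0.0321 from limma).

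**Figure D5:**
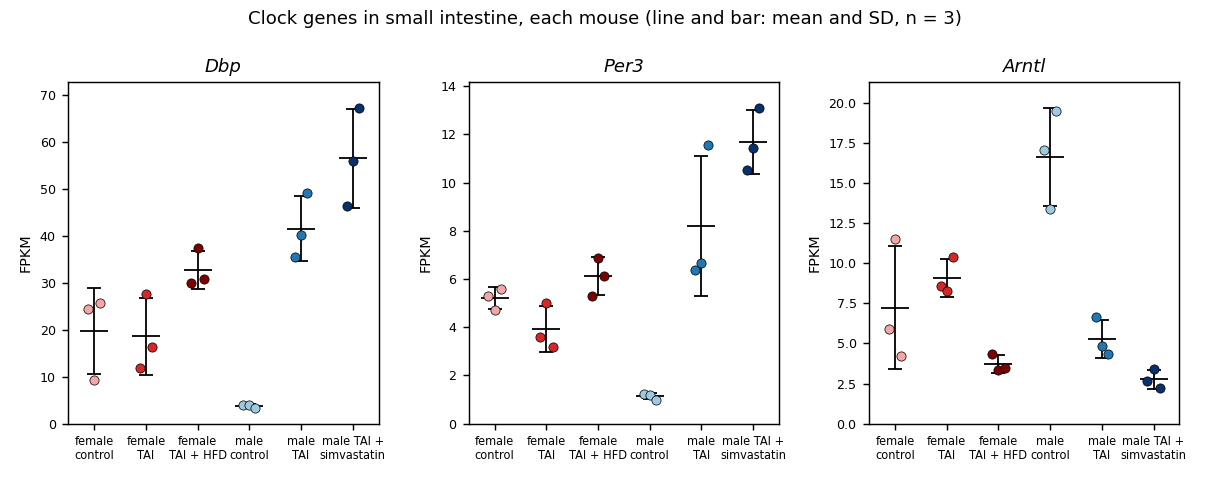
FPKM of Dbp, Per3 and Arntl in control mice, mice exposed to TAI, and mice given simvastatin (male) or HFD (female) after TAI (points are mice, lines the mean and SD, n = 3 per group). Male control mice have means of 3.77, 1.14 and 16.6 FPKM, and the female control mice 19.7, 5.21 and 7.21 FPKM.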

In analogy to male mice, TAI disturbed the pathways involved in circadian rhythm of female mice (Figure 6E,I). Given statins are inhibitors of HMG‐CoA reductase (HMGCR),^30^ we analyze the overall survival rate of prostatic cancer and ovarian cancer patients based on the expression of HMGCR. Intriguingly, prostatic cancer patients with low level of HMGCR (http://gepia.cancer-pku.cn/) and ovarian cancer patients with high level of HMGCR (http://kmplot.com/analysis/) represented higher overall survival rate (Figure 6M,N).

### 2.6 Gut Microbiota Governs the Curative Effects of Simvastatin and HFD

Given gut microbiome interactions with drug metabolism, efficacy, and toxicity, the mice were housed with antibiotic mixture (ABX) in drinking water to eliminate enteric microorganisms. After simvastatin or HFD administration, ABX‐challenged male and female mice carried atrophic thymuses and spleens (**Figures** **7**A,B and **8**A,B; Figures S14A,B and S15A,B, Supporting Information), elevatory hematic IL‐6, and TNFɑ (Figures 7C, 8C; Figures S14C, S15C, Supporting Information) following TBI exposure, indicating that the radioprotection of simvastatin and HFD to hematopoietic system might be partly dependent on gut microbes. In addition, simvastatin and HFD also failed to mitigate radiation‐induced GI tract toxicity in ABX‐challenged male and female mice, representing as shorter colons (Figures 7D, 8D; Figures S14D, S15D, Supporting Information), fewer intact intestinal villi and goblet cells (Figures 7E, 8E), higher inflammatory factor levels in small intestine (Figures 7F, 8F; Figures S14E, S15E, Supporting Information), worse epithelial integrity (Figures 7G,H and 8G,H; Figures S14F, S15F, Supporting Information), and serious cytotoxic reactive oxygen species as well as cacoethic GI tract function (Figures 7I–K, 8I–K) compared with the mice without irradiation. Given gut microbes hijack hosts' miRNA profile,^31^, ^32^ we assessed the expression of several simvastatin‐modulated (or HFD‐modulated) miRNAs in small intestine tissues from ABX‐treated male (or female) mice following TAI exposure. Of note, simvastatin and HFD administration unchanged the expression of the miRNAs in small intestine without intestinal microflora (Figures 7L, 8L), indicating that gut microbiome might be the key elements governing the responses of hosts' intestinal miRNA profile to external stimulus, such as simvastatin and HFD.

**Figure 7:**
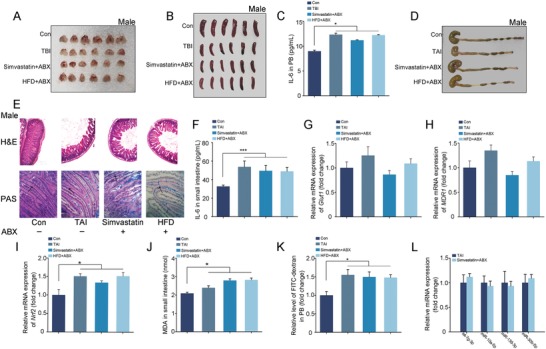
Gut microbiota contributes to the radioprotective effects of simvastatin and HFD in male mice. The mice were housed with antibiotic mixture (ABX) in drinking water. A,B) Photographs of thymuses A) and spleens B) from male mice in the four groups, the thymuses and spleens were obtained at day 21 after 4 Gy TBI. *n* = 18 per group. C) The level of IL‐6 in PB was examined. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. D) Photograph of dissected colon from male mice in the four groups. E) The morphology of the small intestine from male mice was shown by H&E and PAS staining. The black arrows point to the goblet cells. F) The level of IL‐6 in small intestine tissues was examined by ELISA. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. G–I) The expression levels of *Glut1* G), *MDR1* H), and *Nrf2* I) were examined in small intestine tissues by quantitative PCR. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. J) The level of MDA was assessed in small intestine tissue. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. K) The level of FITC‐dextran in PB was assessed. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. L) The expression levels of miRNAs were examined in small intestine tissues by quantitative PCR. Significant differences are indicated by Student's *t*‐test between each two cohort, *n* = 18 per group.

**Figure 8:**
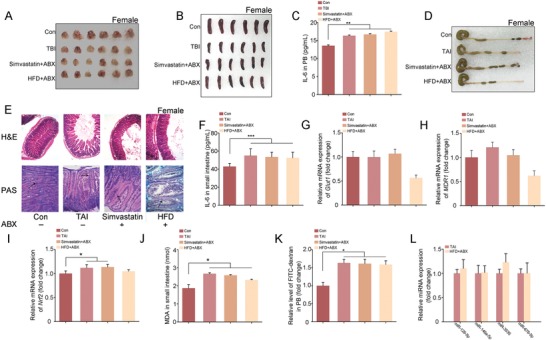
Gut microbiota contributes to the radioprotective effects of simvastatin and HFD in female mice. The mice were housed with antibiotic mixture (ABX) in drinking water. A,B) Photographs of thymuses A) and spleens B) from female mice in the four groups, the thymuses and spleens were obtained at day 21 after 4 Gy TBI. *n* = 18 per group. C) The level of IL‐6 in PB was examined. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. D) Photograph of dissected colon from female mice in the four groups. E) The morphology of the small intestine from female mice was shown by H&E and PAS staining. The black arrows point to the goblet cells. F) The level of IL‐6 in small intestine tissues was examined by ELISA. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. G–I) The expression levels of *Glut1* G), *MDR1* H), and *Nrf2* I) were examined in small intestine tissues by quantitative PCR. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. J) The level of MDA was assessed in small intestine tissue. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. K) The level of FITC‐dextran in PB was assessed. Significant differences are indicated: *P < 0.05 by Student's *t*‐test between each two cohort, *n* = 18 per group. L) The expression levels of miRNAs were examined in small intestine tissues by quantitative PCR. Significant differences are indicated by Student's *t*‐test between each two cohort, *n* = 18 per group.

We performed fecal microbiota transplantation using gut microbes from opposite sexual donors to rebuild the sex‐characteristic gut microbiota structure and further elucidate the underlying mechanism of simvastatin and HFD mitigating irradiation‐caused toxicity in a sex‐dependent fashion (Figure S16A, Supporting Information). After 14 d of FMT, we assessed the intestinal microbiota structure of recipients. Male and female recipients receiving opposite sexual enteric microbes harbored higher abundance of intestinal bacteria (**Figure** **9**A–D; Figure S16B, C, Supporting Information). As expected, FMT also shifted the intestinal bacterial flora profile of male and female recipients (Figure 9E–H; Figure S17A–D, Supporting Information), indicating that FMT indeed shapes the enteric bacterial composition pattern of male and female recipients. Next, the recipients were treated with simvastatin or HFD following 7 Gy TBI. Intriguingly, simvastatin failed to protect male recipients against radiation‐induced toxicity, covering unchanged survival rate and incremental weight loss (Figure 9I,J). For female recipients, HFD led to no significant alterations of survival rate and lower body weight (Figure 9K,L), suggesting that the curative effects of simvastatin and HFD depend on the sex‐distinct gut microbiota pattern. Together, the data suggests that simvastatin and HFD lose therapeutic efficacy toward radiation‐associated injury for male and female mice with intestinal flora imbalance.

**Figure 9:**
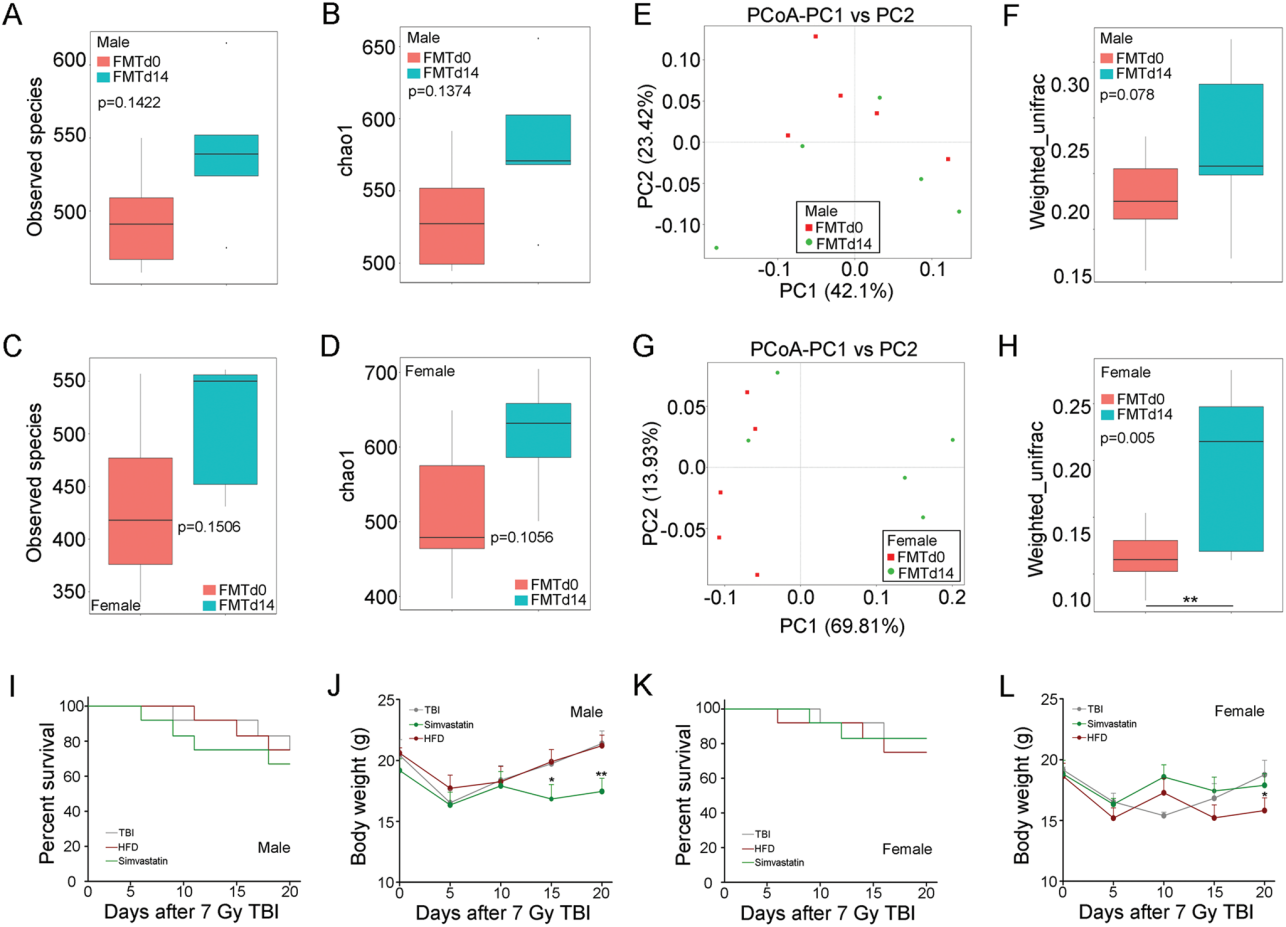
The curative effects of simvastatin and HFD mitigating radiation toxicity base on gut microbiota composition pattern. FMT was performed to male (or female) mice using fecal pellets from female (or male) mice for 14 d. Before 7 Gy TBI exposure, the fecal pellets of recipients were collected and assessed measured by 16S rRNA high‐throughput sequencing. A,B) The observed species number A) and Chao1 diversity index B) of enteric bacteria in male recipients was measured. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 per group. C,D) The observed species number C) and Chao1 diversity index D) of enteric bacteria in female recipients was measured. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 per group. E,G) PCoA were used to examined the alteration of intestinal bacteria taxonomic pattern from male E) and female G) recipients. *n* = 5 per group. F,H) The β diversity of enteric bacteria was compared by weighted unifrac analysis. Significant differences are indicated: Wilcoxon rank sum test. *n* = 5 per group. I,J) Kaplan–Meier analysis I) and body weight measurement J) of male recipients after 7 Gy TBI, *n* = 18 per group; *P < 0.05, **P < 0.01 by Student's *t*‐test between simvastatin‐treated group and control. K,L) Kaplan–Meier analysis K) and body weight measurement L) of female recipients after 7 Gy TBI, *n* = 18 per group.

## 3 Discussion

Radiotherapy is routinely used for localized cancer or isolated metastasis, and as a palliative manipulation in patients with a wide range of diseases, approximately 50–60% of cancer diagnosis has an indication for radiotherapy during the therapeutic course and 40% of patients are cured.^33^, ^34^ The delivery of ionizing radiation in any form promotes intracellular production of reactive oxygen species and release of endogenous danger signals, precipitating inflammatory damage in adjacent nonmalignant tissues.^1^ Clinically, adverse side effects of radiotherapy range from fatigue, nausea, hair loss, skin irritation, anemia, infertility, cardiovascular disease, cognitive impairment, and even to the development of secondary cancers. Take abdominal and pelvic cancer for instance, radiotherapy is intertwined with gastrointestinal syndromes, such as malabsorption, bacterial enteritis, and diarrhea, which hinders treatment progression and even leads to death.^35^, ^36^ Driven by a deeper understanding of cancer biology, improved surgical outcomes and increasingly efficacious multimodal chemotherapy and radiotherapy regimens, a mounting number of cancer patients can survive the aliment.^37^ Thus, preventing or reducing acute and chronic complications enmeshed with radiotherapy has increasingly become a priority.^7^ Our previous study proved that FMT was able to fight against radiation‐associated toxicity.^18^ However, in clinical settings, application of FMT is limited by aesthetic concerns, costs of donor screening, material preparation as well as potential pitfalls.^38^, ^39^ Overall, radiotherapy‐associated adverse side effects remain a conundrum required effective treatments. And in this study, we are more concerned about how to mitigate radiotherapy‐induced GI toxicity of patients with pelvic and abdominal malignancies. Previously, we observed that FMT mitigated radiation‐caused injury through reprogramed the signaling pathways involved in metabolism.^18^ Thus, male and female mice were exposed to irradiation and fed with HFD, in overt opposition to male mice, we found that female animals showed a series of improved signs for the first time. We further used simvastatin, atorvastatin, and rosuvastatin to block lipid metabolism, only simvastatin protected male mice against radiation‐induced toxicity. Of note, simvastatin had been reported to mitigate radiation‐induced organ injuries, covering small intestine and hematopoiesis system.^26^, ^40^ However, the mice in these studies were exposed to total body irradiation only which caused acute hematopoietic syndrome not GI syndrome. Importantly, the effects of simvastatin on irradiated female mice were absolutely missed, limiting the usage of simvastatin in patients after radiation therapy. In our present study, we obtained that oral gavage of simvastatin further lessened the weight of hematogenic organs in irradiated female mice, resulting in deterioration of injury mediated by radiation exposure. Collectively, unwanted nuclear exposure drives sophisticated injury inextricably; however, the responses of male and female victims to special treatment are quite diverse. In clinical application, our findings support that the rehabilitation course after radiotherapy to pelvic and abdominal malignancies should base on the gender of patients. In a word, simvastatin is good for male patients, and HFD is good for female patients.

The difference between male and female in features, such as body size, brain anatomy, and immune responses, is termed as sexual dimorphism. Sexual dimorphism is ubiquitous in animals and facilitates a wide range of morphological, physiological, and functional parameters. In the case of short‐term fasting, liver metabolic strategies show a major sexual dimorphism in the use of amino acid as source of fuel for the production of lipids.^41^ Epidemiological evidence points to sexual dimorphism as a relevant element for cancer incidence and survival, empirically, the incidence of types of cancer arising in organs with nonreproductive functions is higher in male populations than in female populations, with associated differences in survival.^42^ However, most preclinical and clinical medical research has been biased with respect to sex. There has been a tendency to treat the male and female patients as equivalent and not consider how fluctuations of sexual difference in experimental settings. The failure to include both sexes in experiments, together with insufficient analysis of data by sex, in fact generates data not biologically relevant to either sex.^43^ The National Institutes of Health (NIH) has recently mandated researchers to consider sex as a biological variable in preclinical research, by including both sexes in research designs.^25^ The inability to have a clear vision of the involvement of sex in a pathological and pharmacological manifestation limits our insights into the mechanism inducing the disease and our ability to establish effective prevention and curation plans. Cancer patients receive pelvic or abdominal radiotherapy with a 60–80% incidence of acute radiation enteropathy. Clinically, free‐radical scavenger amifostine is the only drug currently approved by the FDA for reduction of radiation therapy adverse side effects for both male and female patients.^44^ However, our previous and the present studies underpin that although the clinical adverse side effects associated with irradiation are similar, the molecular responses of male and female animals toward irradiation are diverse, such as the shifts of gut microbiota and the alterations of gene expression profile of special organs.^18^ It is implying that traditional treatment for male and female patients might represent different effects. 

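Over the 11767 genes tested, the log2 fold changes after TAI in males and in females had a Pearson correlation of 0.316 (jackknife standard error 0.163), and 62.5% had the same sign. The correlation is across genes, which are not independent replicates. Over the 326 genes that passed the test in either sex it was −0.0270, with 46.6% of the same sign. No gene rose in both sexes at an adjusted p under 0.05 in limma, against 0.587 by independent lists, and 2 genes fell in both, Gm14085 and the transmembrane gene Tmem64, against 0.360. Another 7 genes, named after their values were seen, rose in males and fell in females, against 0.479 by independent lists. They were the lactate transporter Slc5a12, the steroid enzyme Hsd3b3 and 5 others, each of which missed the threshold in females without 4 or 5 of the 6 libraries in turn. Aldh18a1, an enzyme of proline synthesis also named after its values were seen, fell in males and rose in females. Hsd3b3 had a log2 fold change of 0.58 in males and −0.93 in females (difference −1.51, standard error 0.16, adjusted p = 0.000161 from limma's test of the difference, n = 3 mice per group). A difference in the hour of tissue collection between groups, which is not given in the sources used here, could enter these changes. In males Hsd3b3 missed the threshold without male TAI replicate 3 (adjusted p = 0.0605 from limma). In males Tmem64 missed the threshold without male TAI replicate 3 and male control replicate 1 (adjusted p = 0.0631 and 0.0621 from limma). In females Tmem64 missed the threshold without female TAI replicates 2 and 3 and female control replicates 1, 2 and 3 (adjusted p = 0.128, 0.0665, 0.209, 0.0741 and 0.112 from limma). In males Gm14085 missed the threshold without male TAI replicates 2 and 3 and male control replicates 1, 2 and 3 (adjusted p = 0.210, 0.238, 0.152, 0.0538 and 0.152 from limma). In females Gm14085 missed the threshold without female TAI replicates 2 and 3 and female control replicates 1, 2 and 3 (adjusted p = 0.110, 0.0875, 0.170, 0.0561 and 0.139 from limma).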

As expected, we fed irradiated male and female with HFD and obtained that HFD overtly mitigated the radiation‐induced toxicity of female mice but not male mice. Contrarily, oral gavage of simvastatin alleviated radiation‐caused hematopoietic system and GI tract injury, further supporting that simvastatin is an efficacious therapeutic agent for male patients but HFD for female patients after radiation therapy in preclinical settings. Long‐term HFD, such as a period of 9 to 14 months feeding, has been reported to drive stemness and tumorigenicity of intestinal progenitors.^45^ Here, the irradiated female mice were fed with HFD for only 15 d which was a quite short duration compared with 9 month. However, whether short‐term HFD eliciting tumorigenesis in irradiated female experimental models still require further study. Simvastatin inhibits HMGCR, thus, analysis the survival rate of cancer patients based on expression of HMGCR could imply the effects of simvastatin for the prognosis of the patients. On the basis of bioinformatics analysis, we obtained that prostatic cancer patients with low level of HMGCR and ovarian cancer patients with high level of HMGCR meant better prognosis.

Flora disequilibrium of enteric microbial members impact substantial aspects of host biology, such as cardiovascular and metabolic diseases as well as development of certain cancers.^46^, ^47^ Our previous study has reported that the intestinal bacteria taxonomic proportions of male and female mice are different.^18^ Depletion of gut microbes by antibiotic treatment triggers sexually biased microglial responses of adult mice,^48^ suggesting that sexual distinct gut microbiota might relate to sexual dimorphism. Accordingly, we performed FMT to restructure sex‐specific intestinal bacterial flora profile of recipients using gut microbes from opposite sexual donors, and aimed to explore the mechanism by which simvastatin and HFD protect against radiation injuries in a sex‐dependent manner. After 14 d of FMT, the recipients received simvastatin or HFD following radiation exposure. Intriguingly, oral gavage of simvastatin or feeding with HFD unchanged the survival rate and body weight of irradiated male or female recipients. Importantly, simvastatin administration or HFD mitigated the radiation‐induced toxicity of female or male recipients respectively, indicating that sex‐specific enteric microbes underpin the curative effects of simvastatin or HFD for male or female. Regardless of drug administration by enteral or parenteral route, gut microbiota impacts drug pharmacokinetics, activity, and toxicity at various levels, with three main clinical outcomes: facilitation of drug efficacy; abrogation and compromise of pesticide effects; and mediation of toxicity.^5^, ^49^, ^50^ Different bacterial species increase the response to one drug yet decrease the effect of another.^51^ Specifically, it has been reported that gut microbes orchestrate the effects of fluoropyrimidines through metabolic drug interconversion involving bacterial vitamin and ribonucleotide metabolism.^52^ In this regard, gut microbiota might be a key element governing the therapeutic efficiency toward radiotherapy‐enmeshed adverse side effects. However, many nonantibiotics drugs are able to educate and tune the enteric microbiota structure of recipients.^53^ Here, simvastatin and HFD administration shaped the intestinal bacteria taxonomic proportions of irradiated male and female mice. Importantly, ABX‐challenged, microbiota‐depleted mice unresponsed to simvastatin or HDF treatment following irradiation, representing as serious hematopoietic and GI toxicity, suggesting that simvastatin or HDF interacts with intestinal microorganisms to perform radioprotective functions for male or female. In addition, transfer of gut microbes from adult males to immature females shaped the recipient's microbiota, resulting in elevated testosterone and metabolomic fluctuations, reduced islet inflammation and autoantibody production, and robust T1D protection,^54^ suggesting that sex bias in gut microbiome modulates autoimmunity of host. We have proved that fecal microbiota transplantation can be employed to fight against radiation injuries. In our opinion, this remedy is completely different from administration of simvastatin and HFD. In the first place, performance of FMT replaces the imbalanced gut flora and modulates the intestinal microecology. However, the therapeutical effects of simvastatin and HFD to radiation toxicity depend on sex‐distinct gut microbiota structure, which in turn regulate enteric bacterial taxonomic pattern. In the next place, the gene expression profiles of recipients after FMT or simvastatin (and HFD) are quite diverse. For instance, simvastatin and HFD administration elicits rhythm‐related signaling response in small intestine tissues from irradiated mice, which is not main alteration after FMT. In addition, *Escherichia coli* has been reported to serve as a key driver in colorectal cancer development since the bacterium causes chronic inflammation during inflammatory bowel disease predisposing an individual cancerous transformation.^55^, ^56^ In the present study, simvastatin treatment elevated the frequency of *Escherichia coli* in irradiated female mice which might be the reason for oral gavage of simvastatin elicits systemic inflammation of female mice after irradiation (Figure 5K). 

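In irradiated male mice given simvastatin, clock genes did not pass the test against TAI alone. Dbp stood at 56.5 ± 10.5 FPKM with simvastatin (mean ± SD, n = 3 mice per group; log2 fold change 0.43, standard error 0.32, adjusted p = 0.490 from limma) and Per2 at 17.5 ± 2.76 FPKM (log2 fold change 0.51, standard error 0.18, adjusted p = 0.269 from limma). Of the circadian rhythm genes none passed limma or when adjusted over the list alone, and camera placed the list above the other genes at an adjusted p of 0.0100 that became adjusted p = 0.427 with an estimated correlation. None of the clock output genes passed either, with a median log2 fold change of 0.23, a camera adjusted p of 0.00385 and adjusted p = 0.356 with an estimated correlation. In irradiated female mice fed HFD, Arntl, the partner of CLOCK in the core loop, fell from 9.07 ± 1.17 to 3.72 ± 0.544 FPKM (log2 fold change −1.09, standard error 0.25, adjusted p = 0.0241 from limma), and its paralog partner Npas2 fell from 19.3 ± 1.94 to 9.81 ± 1.14 FPKM. Prkag1, a subunit of the energy sensor AMPK, also fell (log2 fold change −0.24, standard error 0.06), so that 3 of 27 circadian rhythm genes fell, none rose and 24 did not pass the test (2 rose and 3 fell when adjusted over the list alone), and camera gave an adjusted p of 0.546. With groups weighted by their own spread, none of the 27 passed. Of the clock output genes, the repressor Nr1d2 rose from 24.1 ± 2.56 to 36.4 ± 2.07 FPKM and 6 did not pass the test (3 rose when adjusted over the list alone), with a median log2 fold change of 0.27 and adjusted p = 0.321 with an estimated correlation. Clock output genes lay higher in simvastatin-treated than in control males, where 6 rose and 1 fell, with the same counts when adjusted over the list alone and adjusted p = 0.0156 with an estimated correlation. The difference between the simvastatin and HFD responses was not tested, since each was given to one sex. Arntl missed the threshold without HFD replicates 1, 2 and 3 and female TAI replicates 2 and 3 (adjusted p = 0.0558, 0.0977, 0.0775, 0.0523 and 0.0518 from limma). Npas2 missed the threshold without HFD replicate 2 (adjusted p = 0.0647 from limma). Prkag1 missed the threshold without HFD replicates 1, 2 and 3 and female TAI replicates 1 and 2 (adjusted p = 0.156, 0.0534, 0.123, 0.0579 and 0.120 from limma). Nr1d2 missed the threshold without HFD replicates 1, 2 and 3 and female TAI replicates 2 and 3 (adjusted p = 0.0831, 0.137, 0.0904, 0.0576 and 0.0728 from limma).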

Gut commensal *Bacteroides acidifaciens* has been proved to prevent obesity and enhance insulin sensitivity,^57^ and the frequency of *Bacteroides acidifaciens* is negative correlation with inflammation stage.^58^ In line with the previous studies, irradiated male mice represented lower systemic inflammation stage with *s_Bacteroides_acidifaciens* as a dominant strain in intestine (Figure S10C, Supporting Information). Together, owing to the sex different in intestinal microbiota pattern, the chosen optimal therapeutic strategies to fight against radiotherapy‐associated adverse side effects should based on the gender of patients.

## 4 Conclusions

Here, our present study demonstrates that irradiated male and female received a special therapeutic option represent diverse responses. In detail, oral gavage of simvastatin ameliorates hematopoietic system injury, improves GI tract function and epithelial integrity only in irradiated males, but feeding with HFD overtly mitigates bone marrow and GI toxicity merely in irradiated females. Notably, antibiotics challenging or transplantation of gut microbiota from opposite sexual donors eradicates the curative effect of simvastatin or HFD in respective genders. Mechanistically, simvastatin and HFD retained the miRNA expression profile, reprogramed the spectrum of mRNA expression in small intestine tissues and enteric bacterial taxonomic pattern from TAI‐exposed male and female mice. Our observations now suggest that rehabilitation strategies for cancer patients receiving radiotherapy should take the gender of patients into account. To improve prognosis, male patients undergoing radiotherapy should be given simvastatin, but not high fat diet, to fight against radiation‐associated side effects; whereas female patients could be given high fat diet, but not simvastatin, during radiation therapy.

## 5 Experimental Section

Information regarding the following aspects of this study is available in the Supporting Information: mice, irradiation study, drug and high fat diet administration, reverse transcription polymerase chain reaction (RT‐PCR), measurement of spleen, thymus gland, and colon, histology, FITC–dextran permeability experiments, quantification of IL‐6, TNFɑ and LCN2 by ELISA, measurement of malondialdehyde, donor stool preparation and administration, bacterial diversity analysis, RNA quantification and qualification for sequencing, library preparation for transcriptome sequencing, library preparation for small RNA sequencing, KEGG enrichment analysis of differentially expressed genes, antibiotics test, and statistical analysis. Animal experiments were performed according to the institutional guidelines approved by the Animal Care and Ethics Committee of IRM‐PUMC, which complied with the Guide for the Care and Use of Laboratory Animals and the National Institutes of Health guide for the Care and Use of Laboratory Animals.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supplementary

How the deposited data were processed for this re-analysis (not part of the article)

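Messenger RNA of the small intestine of 18 mice was analysed, 3 in each of 6 groups: male and female control mice, male and female mice exposed to TAI, male mice given simvastatin after TAI and female mice fed HFD after TAI. The groups were taken from the sample labels, and the expression of Y-linked genes was checked against the sex of each library. The FPKM values were made by the authors and used as deposited, with 1 value per transcript and library. The submitters' notes name HISAT2, StringTie 1.3.1, Bowtie2 2.2.8 and Cuffdiff 2.1.1, and neither the role of each nor the genome build is given in the sources used here. FPKM are already divided by transcript length and depth, so that read totals are lost and no test on counts was made. The depth relative to female control replicate 1 was estimated from the steps between low FPKM of genes with 1 transcript, and lay between 0.786 and 1.18.

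The FPKM of all transcripts of a gene symbol were summed, which gave 21928 symbols, of which 25 hold more than 1 gene identifier. Genes with at least 1 FPKM in at least 3 libraries were tested. Values were taken as log2(FPKM + 1). One linear model with 1 mean per group was fitted to all 18 libraries with limma 3.58.1 in R 4.3.3, with moderated variances, an intensity trend and 12 residual degrees of freedom. Comparisons were TAI against control in each sex and over both sexes, each treatment against TAI alone and against control, the difference of the TAI change between the sexes, and female against male control mice. P values were adjusted by the Benjamini-Hochberg method over the genes tested, at a threshold of 0.05. Each group of genes was compared with all other genes by camera with a preset correlation of 0.01, and again with a correlation estimated from the data, with adjustment over the lists. A count adjusted over the list alone applies the Benjamini-Hochberg method to the members of that list. Genes were named by a rule: the 10 largest log2 fold changes in each direction among the genes past the threshold in each of 4 comparisons, up to 4 members of a described list with the smallest p, genes that the paper names and genes that mark sex. A gene named outside this rule is said to be chosen after its values were seen.

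Distances between groups were tested by exact permutation before the part given by the spread between mice was taken off. The errors of the distances come from a jackknife over mice. The model was tested on simulated data of the same size with 200 changed genes. With 1 spread for all groups it found 85.1% of genes with a log2 fold change of 1 in each of 4 comparisons, and 9, 9, 9 and 4 unchanged genes were called among 150, 155, 161 and 153. With the spread of each group as measured, 64 of 222 called genes were unchanged in female TAI against control and 38 of 197 in HFD against TAI, against 9 of 163 and 0 of 153 in the male comparisons. The alternatives tried were other pseudocounts, filters, scalings, variance models, thresholds and list tests, a fit of the compared groups alone, a fit with the replicate number as a block, transcripts in place of genes, and each library left out in turn. Groups weighted by their own spread were added later. Gene positions were read from GENCODE M21 with Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Sequence reads were not used here, nor were the lists of the KEGG database.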

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

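The tests of the male control mice, of the share of enterocytes, of T and NK cells, of macrophages and of a single library were chosen after the results were seen.

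The TAI response differed between the sexes by the test of the difference itself. It did so in 157 genes, against 2 of 100 splits of the mice that gave as many (the real one included), with 1171 as the highest other. The splits mixed TAI and control mice within each sex, so that they stand for no effect of TAI in either sex. They do not stand for an equal effect in both, and cannot decide whether the difference between the sexes arose by chance. A split with several times the real count points to a structure of the samples. By the same test the clock output genes differed (median −1.45), and so did Slc5a12 (−1.77), Hsd3b3 (−1.51) and Slc13a2 (−2.18), and the clock genes Tef (−2.28), Per3 (−2.42) and Per2 (−2.35). Other signals lie in genes that the paper does not discuss: interferon genes in simvastatin against TAI (median −1.27, adjusted p = 0.291 with an estimated correlation), MHC class II genes in HFD against TAI (median −0.61, adjusted p = 0.309 with an estimated correlation) and cholesterol synthesis genes in female against male control mice (median −0.62, adjusted p = 0.246 with an estimated correlation).

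Clock output genes were higher in male TAI than in male control mice, and a candidate explanation is a difference in the hour of tissue collection. Over 6 genes the median log2 difference was 1.57, with 5 of 6 over 1, a size that the daily rhythm of these genes could give. In females the median was −0.17, which argues against such a difference between female TAI and control. Female control mice lay 1.09 above male control mice. Male TAI mice lay 0.464 above female control and 0.745 above female TAI mice, with all 6 genes above 0 in both. The male control mice thus lay below the female control and TAI mice, and the male TAI mice above both. Simvastatin-treated males lay 0.259 above male TAI mice, and HFD-fed females 0.426 above female TAI mice. By the mean log2 value of the 7 clock output genes relative to all mice, male control mice stood apart at −0.940, −0.944 and −1.02. The lowest other mouse was female TAI replicate 1 at −0.372. HFD replicate 2 (0.351) lay above male TAI replicates 1 and 2 (0.327 and 0.326). Either male group may have been collected at another hour. An effect of TAI on the clock of males alone stays open, since the hour is not given in the sources used here.

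Fatty acid degradation genes rose in HFD-fed females. Fat tissue around the gut would raise fat cell markers, and these had a median of −1.27 with 3 of 11 above 0, and of −1.89 to −0.11 under the alternatives. Their mean log2 value relative to all mice was 0.618, 0.918 and −0.149 in the female TAI mice and −0.652, −0.828 and −0.608 in the HFD-fed mice. Whether the TAI samples held more fat tissue than the HFD samples was not tested. A larger share of enterocytes would raise their other markers alike, and 14 enterocyte markers that are not lipid genes had a median of 0.14 (bootstrap standard error 0.123), against 0.40 for the fatty acid degradation genes. The bootstrap drew genes and not mice, so that its error takes the genes as independent and holds no spread between mice. A response of the enterocytes to dietary fat is a candidate explanation and was not tested apart from these.

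Of 22 interferon genes, 12 fell with simvastatin against TAI alone, and all 22 lay below 0 (adjusted p = 0.291 with an estimated correlation). Fewer T and NK cells would lower their markers, which had a median of 0.38 with 13 of 14 above 0, and fewer macrophages and dendritic cells would lower theirs, which had a median of 0.33 with 9 of 11 above 0. Without each of the 6 libraries in turn the interferon median was at most −1.005, which argues against a single library as the source. An effect of simvastatin may remain, and so does a difference in exposure to microbes between cages, which was not tested.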

How the results depend on the processing

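The fit with groups weighted by their own spread was added after the data were seen, and the other alternatives were planned. Where a value moved, the cause was not tested.

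Without a filter on low values, 16 genes differed in female TAI against control and 130 over both sexes. Rescaled to TPM, 57 differed in female TAI (26 higher, 31 lower). With no intensity trend the female TAI count was 35. With a pseudocount of 0.1, the distances to control were 0.298 in males and 0.431 in females. By 1 minus the Spearman correlation they were 0.0157 and 0.0230, a difference of 0.00724.

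Quantile normalization and median ratio scaling bring the median log2 fold change of all genes near 0, from 0.12 in female TAI, −0.09 in simvastatin against TAI and −0.10 in female against male control, to −0.00782, 0.00950 and −0.00678 by quantiles. With quantile normalization the counts were 45 in simvastatin against TAI (13 higher and 32 lower, against 9 and 73), 51 in female TAI (17 and 34, against 49 and 40) and 869 in HFD against control (327 and 542, against 343 and 197). The split changed to 122 and 139 in male TAI (141 and 106), 459 and 268 in simvastatin against control (323 and 309), 91 and 150 over both sexes (143 and 56), and 341 and 228 in female against male control (249 and 355). With median ratio scaling 22 differed in simvastatin against TAI (5 and 17), 239 in HFD against TAI, 21 and 45 in female TAI, 332 and 162 in simvastatin against control, 314 and 350 in HFD against control, 82 and 97 over both sexes, 26 and 83 in the difference between the sexes (59 and 98), and 295 and 176 in female against male control.

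In a fit of the compared groups alone, 114 genes differed in male TAI, 47 in HFD against TAI, 1925 in HFD against control, 18 over both sexes, 56 in the difference between the sexes and 317 in female against male control. In female TAI limma called 0, with 855 at an unadjusted p under 0.05. At p under 0.05 and a log2 fold change of at least 1, the counts were 77 in male TAI, 51 in female TAI, 84 in HFD against TAI, 138 and 165 in simvastatin and HFD against control, 39 over both sexes, 103 in the difference between the sexes and 79 in female against male control. At an adjusted p under 0.1 they were 389, 193, 577, 969, 1216, 390, 256 and 1032 in the same order, and 125 in simvastatin against TAI. With transcripts as deposited they were 144, 6, 225, 399, 264, 48, 89 and 298, and 47 in simvastatin against TAI. Groups weighted by their own spread gave 151 in simvastatin against TAI, 3 in female TAI, 141 in HFD against TAI, 2377 in HFD against control, 26 over both sexes and 65 in the difference between the sexes.

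Replicate numbers are shared between groups but do not pair the mice, since 20 of 45 pairs with the same number had a residual correlation over 0.1 (median 0.0277) and 8 of 18 libraries correlated best with their own number. With a replicate block, 46 genes differed in female TAI, and insulin secretion in HFD against TAI had a median of −0.0973 (adjusted p = 0.0437).

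Among the pathways, adherens junction in male TAI (median −0.0227) missed the threshold among genes of a mean FPKM of at least 5 (adjusted p = 0.0620), with the compared groups alone (0.0574), with an estimated correlation (0.825), by fry (0.726) and by Fisher's exact test (0.0915). In simvastatin against TAI, adherens junction missed it among genes of a mean FPKM of at least 5 (median −0.0238, adjusted p = 0.109), with an estimated correlation (0.558) and by Fisher's exact test (median −0.0184, adjusted p = 1), and estrogen signaling in the same settings (median −0.0432, adjusted p = 0.179; 0.558; median −0.0202, adjusted p = 1) and with quantile normalization (median 0.0714, adjusted p = 0.0795). The direction of both was reversed by fry (medians −0.0184 and −0.0202, adjusted p = 0.878 and 0.823). Circadian rhythm in male TAI passed by Fisher's exact test (median 0.0563, adjusted p = 0.0161) and not by camera with an estimated correlation (adjusted p = 0.825). In HFD against TAI, PPAR signaling missed the threshold with an estimated correlation (median 0.129, adjusted p = 0.177), fatty acid biosynthesis passed with quantile normalization (median 0.141, adjusted p = 0.0457), and insulin secretion passed with quantile normalization (median −0.103, adjusted p = 0.00875), median ratio scaling (median −0.0671, adjusted p = 0.0171) and the compared groups alone (median −0.0973, adjusted p = 0.0488). Both missed it by camera with an estimated correlation, fatty acid biosynthesis at adjusted p = 0.567 and insulin secretion at adjusted p = 0.709.

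With each library left out in turn, the lone pair of its group was taken to vary like the other groups. The counts ran from 105 to 203 in male TAI, 11 to 71 in simvastatin against TAI, 6 to 1050 in female TAI, 145 to 561 in HFD against TAI, 330 to 520 in simvastatin against control, 183 to 422 in HFD against control, 33 to 1040 over both sexes, 87 to 184 in the difference between the sexes and 239 to 603 in female against male control. Over both sexes the count was 33 and 69 without female control replicates 1 and 3, 1040 and 53 without female TAI replicates 1 and 2, 63 and 88 without male control replicates 1 and 3, and 123, 59 and 38 without male TAI replicates 1, 2 and 3. In female against male control it was 239 and 263 without female control replicates 1 and 3, and 394, 292 and 388 without male control replicates 1, 2 and 3. The distances ran from 0.215 to 0.267 in males and 0.307 to 0.396 in females, and their difference from 0.0721 to 0.161. The correlation of the TAI changes between the sexes ran from 0.190 to 0.373, and that between the TAI change and the change with treatment from −0.515 to −0.225 in males and −0.434 to −0.0610 in females, where −0.434 is the value without female TAI replicate 1.

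List medians in male TAI ran from 4.56e-06 to 0.0427 for insulin signaling, −0.0411 to 0.0882 for fatty acid biosynthesis, −0.0648 to 0.0236 for adherens junction, −0.00691 to 0.0340 for estrogen signaling and 0.0123 to 0.0814 for circadian rhythm. In simvastatin against TAI they ran from −0.0304 to 0.0207 for adherens junction, −0.0537 to 0.00726 for estrogen signaling and −0.0858 to −0.0204 for chronic myeloid leukemia. In female TAI they ran from −0.00569 to 0.140 for adherens junction and 0.000216 to 0.130 for circadian rhythm. In HFD against TAI they ran from 0.356 to 0.458 for fatty acid degradation, −0.0484 to 0.228 for fatty acid biosynthesis, 0.0683 to 0.175 for PPAR signaling and −0.162 to −0.00776 for insulin secretion.

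Of 308 checks of 77 named genes under the alternatives, 251 gave the same call and 57 a lost call, and of 462 with a library left out, 307 and 155. For 22 other list results, 165 of 196 calls were the same under the alternatives and 138 of 144 with a library left out. Of 64 results of genes named from the lists or outside them, chosen after the data were seen, 29 had the same call without each library in turn.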

Differences from the paper's values

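The paper states directions for these results and no values, and its thresholds and gene lists are not given in the sources used here. The lists used here were written by hand, so that a difference can come from the lists.

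The paper states that the intestinal profile of irradiated females fed HFD lay nearer to control than that of irradiated males given simvastatin. The distance to control was 0.343 in these females and 0.234 in these males, a difference of 0.108 (jackknife standard error 0.0847), and no setting of this distance run here placed the females nearer. By the number of genes called against control the order depended on the scaling. The main fit called fewer in the females (540 against 632 in the males), and quantile normalization and median ratio scaling called more. The measure that the paper used is not given in the sources used here.

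The paper states that TAI activated insulin signaling and fatty acid biosynthesis in males. Of 109 insulin signaling genes 1 rose and 1 fell (adjusted p = 0.990 from camera, with limma for the genes), and of 11 fatty acid biosynthesis genes none passed limma or an unadjusted p under 0.05 (adjusted p = 0.887 from camera). The paper also states that TAI inhibited estrogen signaling in males, where 1 of 71 genes rose and none fell (adjusted p = 0.753 from camera). No setting run here called these lists. For adherens junction, the direction that the paper states for males was reached by camera with the preset correlation and not with an estimated one.

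The paper states that simvastatin reactivated adherens junction and estrogen signaling. None of their genes passed limma, with 0.294 and 0.224 as the smallest adjusted p. Camera with the preset correlation reached the paper's direction for both, although both medians were −0.02. With an estimated correlation neither list passed camera (adjusted p = 0.558 for each). The paper states that simvastatin blocked pathways of carcinogenesis, and of the 66 chronic myeloid leukemia genes none passed limma, with 2 higher and 8 lower at an unadjusted p under 0.05 (adjusted p = 0.30 from camera). No setting run here called that list. It was the only list read here for these pathways. The 34 cell cycle genes had a median log2 fold change of −0.65 in the same comparison, and did not pass camera with an estimated correlation.

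The paper states that TAI restrained adherens junction and disturbed circadian rhythm in females. In these lists 1 of 62 genes, Tcf7l2, rose (adjusted p = 0.772 from camera), and none of 27 circadian genes passed limma, with 4 higher and 3 lower at an unadjusted p under 0.05 (adjusted p = 0.251 from camera). No setting run here called either list. For circadian rhythm in males (adjusted p = 0.0745 from camera, and 0.825 with an estimated correlation), Fisher's exact test on genes at p under 0.05 passed.

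The paper states that HFD activated fatty acid metabolism and dampened insulin secretion. Fatty acid degradation rose in 19 of 34 genes. Insulin secretion missed the threshold (adjusted p = 0.0524 from camera, 1 gene higher and 1 lower), and the paper's direction was reached with quantile normalization, median ratio scaling, the compared groups alone, the replicate block and without HFD replicate 2. It was not reached with an estimated correlation (adjusted p = 0.709 from camera).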

Other observations

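Male and female control mice differed before any irradiation, with 249 genes higher and 355 lower in females (341 and 228 with quantile normalization, 295 and 176 with median ratio scaling). Of 24 cholesterol biosynthesis genes 13 were lower in females and none higher (20 lower when adjusted over the list alone, adjusted p = 0.246 with an estimated correlation), among them Sqle, the squalene epoxidase (log2 fold change −1.33, standard error 0.21), and Mvd (−1.06, standard error 0.15). Of 20 enterocyte markers 7 were higher in females (8 when adjusted over the list alone, adjusted p = 0.0450 with an estimated correlation).

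MHC class II genes, which present antigens to T cells, were lower in HFD-fed than in irradiated females: 4 of 8 fell and none rose (7 fell when adjusted over the list alone, adjusted p = 0.309 with an estimated correlation), and 1 fell with groups weighted by their own spread. H2-Ab1 fell from 310 ± 46.2 to 203 ± 3.84 FPKM and H2-Eb1 from 153 ± 19.8 to 96.4 ± 2.09 FPKM (mean ± SD, n = 3 mice per group). H2-Ab1 missed the threshold without HFD replicates 1, 2 and 3 and female TAI replicate 2 (adjusted p = 0.0752, 0.0654, 0.0674 and 0.0836 from limma). H2-Eb1 missed the threshold without HFD replicates 1, 2 and 3 and female TAI replicates 2 and 3 (adjusted p = 0.0968, 0.0763, 0.0746, 0.0938 and 0.0562 from limma).

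Genes that the paper measured by other means were also read here. Abcb1a, taken here as 1 of the mouse genes of MDR1, rose in HFD-fed females against TAI alone to 137 ± 22.8 FPKM and stood at 152 ± 13.1 FPKM in simvastatin-treated males. Pgk1 stood between 107 and 149 FPKM, Slc2a1 between 2.28 and 3.22 FPKM and Nfe2l2 between 94.8 and 109 FPKM over the 6 group means. In males Nfe2l2 stood at 108, 105 and 109 FPKM in control, TAI and simvastatin-treated mice. In females it stood at 94.8, 106 and 102 FPKM in control, TAI and HFD-fed mice. Il6 and Lcn2, whose proteins the paper measured by ELISA, did not reach the filter. Tnf, whose protein the paper also measured, was low and did not rise in mean after TAI. It stood at 1.05, 0.822 and 0.567 FPKM in these male groups and at 0.681, 0.532 and 0.531 FPKM in these female groups.

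Whether a treatment reversed the change after TAI cannot be read from the correlation of both changes, since they share the TAI libraries. In males the correlation was −0.365 and in simulated mice with no effect −0.478, and the covariance was −0.0245 against −0.0148 (−0.0186 to −0.0125 in 100 simulations). In females the correlation was −0.131 against −0.775, and the covariance −0.00959 against −0.0428 (−0.0486 to −0.0391). Of the 247 genes called in male TAI, 178 passed in the same direction with simvastatin against control, and of the 89 in female TAI, 42 with HFD against control, where simulated mice with no effect shared at most 7 and 4 genes. Independent lists would share 3.87 higher and 2.78 lower in males, and 1.43 and 0.670 in females. Part of the excess may come from the shared control mice. The simulation cannot size that part, since no group in it differs from control.

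The 10 splits of 3 against 3 mice are too few for a share under 0.05. The real split called 247 genes in male TAI (highest other 1), 540 in HFD against control (highest other 1) and 604 in female against male control (highest other 1). It called 82 in simvastatin against TAI, 372 in HFD against TAI and 632 in simvastatin against control, with 0 as the highest other in each. At an unadjusted p under 0.05 in limma it gave 1754 in simvastatin against TAI (82 to 1181 in the others), 1760 in HFD against TAI (137 to 2267, with 2 of the others above the real split) and 2111 in simvastatin against control (204 to 988). In female TAI it called 89 and the highest other 1593, so that 2 of the 10 splits gave as many, which points to a structure of the samples. That split sets female control replicates 1 and 3 and TAI replicate 1, at −20.5, −29.0 and −20.4 on the first component, against control replicate 2 and TAI replicates 2 and 3, at −3.53, 0.0232 and 43.8. Over both sexes 3 of 100 splits gave as many as the real 199, with 1171 as the highest other.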
